# Lysine-specific histone demethylase 1 inhibition promotes reprogramming by facilitating the expression of exogenous transcriptional factors and metabolic switch

**DOI:** 10.1038/srep30903

**Published:** 2016-08-02

**Authors:** Hao Sun, Lining Liang, Yuan Li, Chengqian Feng, Lingyu Li, Yixin Zhang, Songwei He, Duanqing Pei, Yunqian Guo, Hui Zheng

## Abstract

Lysine-specific histone demethylase 1 (LSD1) regulates histone methylation and influences the epigenetic state of cells during the generation of induced pluripotent stem cells (iPSCs). Here we reported that LSD1 inhibition via shRNA or specific inhibitor, tranylcypromine, promoted reprogramming at early stage via two mechanisms. At early stage of reprogramming, LSD1 inhibition increased the retrovirus-mediated exogenous expression of *Oct4, Klf4*, and *Sox2* by blocking related H3K4 demethylation. Since LSD1 inhibition still promoted reprogramming even when iPSCs were induced with small-molecule compounds in a virus-free system, additional mechanisms should be involved. When RNA-seq was used for analysis, it was found that LSD1 inhibition reversed some gene expression changes induced by OKS, which subsequently promoted reprogramming. For example, by partially rescuing the decreased expression of *Hif1α,* LSD1 inhibition reversed the up-regulation of genes in oxidative phosphorylation pathway and the down-regulation of genes in glycolysis pathway. Such effects facilitated the metabolic switch from oxidative phosphorylation to glycolysis and subsequently promoted iPSCs induction. In addition, LSD1 inhibition also promoted the conversion from pre-iPSCs to iPSCs by facilitating the similar metabolic switch. Therefore, LSD1 inhibition promotes reprogramming by facilitating the expression of exogenous transcriptional factors and metabolic switch.

Lysine-specific demethylase 1 (*Lsd1/Kdm1a/Aof2*) functions through a FAD-dependent oxidative reaction to specifically catalyze the demethylation of H3K4me1/2 or H3K9me1/2^1^,^2^. LSD1 induces transcriptional repression via H3K4 demethylation when it forms complexes with the CoREST or NuRD co-repressors, and induces transcriptional activation via demethylation of the inhibitory H3K9 when complexes with androgen or estrogen nuclear receptors^2^. It has been reported that the phosphorylation on H3T6 by protein kinase C switches the demethylation activity of LSD1 from H3K4me1/2 to H3K9me1/2^3^. However, how LSD1 regulates transcription remains unclear because of its complex interactions.

LSD1 also has several non-histone substrates. LSD1 removes methylation at K370 of p53 which regulates the association of p53 with p53-binding protein 1 and so modulates p53 activity^4^. In addition, deletion of *LSD1* in embryonic stem cells (ESCs) results in higher methylation of DNMT1, reduced stability of DNMT1 and consequently decreased global levels of DNA methylation^5^. LSD1 also affects DNA damage-induced cell death through modifications on E2F1, and affects the cell cycle via MYPT1 demethylation^6^,^7^.

LSD1 plays critical functions during embryonic development and the differentiation of ESCs. *LSD1* deletion in mice leads to embryonic lethality at approximately day 6 due to an aberrant developmental program^5^,^8^. LSD1 regulates the balance between self-renew and differentiation by silencing several developmental genes with bivalent domains^9^,^10^. Since LSD1 occupies the enhancer and core promoters of some Oct4/Sox/Nanog-regulated targets^10^, it is reasonable to propose interactions between LSD1 and pluripotency-related transcriptional factors (TFs). Both Oct4 and Nanog interact with LSD1 or the LSD1-NuRD complex^11^,^12^, and their specific interaction could form a bridge between pluripotent transcription factors and LSD1.

Because epigenetic regulation plays critical roles during the generation of induced pluripotent stem cells (iPSCs)^13^,^14^, LSD1 has also been studied extensively in this process. Lithium greatly enhances iPSCs generation via down-regulation of *LSD1*^15^. In addition, an LSD1 inhibitor is included in the cocktail of small-molecule compounds which induces mouse somatic cells to iPSCs (CiPSCs)^16^. However, opposite observations also exist, LSD1 inhibition leads to an increase of *mTOR* expression, which subsequently impairs the reprogramming^17^. As a subunit of the larger LSD1 complex, the co-repressor Rcor2 can substitute for Sox2 during reprogramming, which is consistent with the critical functions of Sox2 in regulating the sensitivity of cancer cells to LSD1 inhibition^18^,^19^.

The beneficial roles of LSD1 inhibition were further confirmed recently during a shRNA library screening with the hTERT-stabilized secondary fibroblast reprogramming system and during a C/EBPα-accelerated B cell reprogramming with four Yamanaka factors^20^,^21^. In addition, the ability of LSD1 to promote oxidative metabolism of white adipose tissue suggested its potential involvement in the metabolic switch from oxidative to highly glycolytic at early stage of reprogramming^22^,^23^. Therefore, we aimed to further explore the functions of LSD1 during iPSC generation by determining the time-dependent regulatory roles of LSD1 inhibition, identifying the key effectors down-stream the inhibition, and demonstrating the potential influences on the metabolic switch from oxidative to glycolytic.

## Results

### LSD1 inhibition promotes iPSCs generation

Since *Lsd1* expression in iPSCs and R1 ESCs were significantly higher than that in MEFs (Fig. 1a,b), a possible beneficial role of LSD1 for reprogramming was suggested. However, retrovirus-mediated over-expression of *Lsd1* did not affect the efficiency of reprogramming (Fig. 1c, Supplemental Fig. S1). In contrast, down-regulating *Lsd1* with shRNA promoted iPSCs generation significantly, to more than 2 folds of control level (Fig. 1c, Supplemental Fig. S1).

To determine the functions of LSD1 during reprogramming in detail, a LSD1 inhibitor, tranylcypromine with an IC_50_ of less than 2 μM^24^, was used. Tranylcypromine had a variable effect on reprogramming efficiency, increasing the number of GFP^+^ colonies with increasing concentrations, but declining at higher levels possibly due to cell toxicity or off-target effects (Fig. 1d). The optimal concentration was 20 μM (T20, about 10 folds of IC_50_) which increased reprogramming efficiency to around 3 folds of the control level (Fig. 1d). In addition, LSD1 but not its mutant, K661A which has little demethylase activity^25^, impaired T20- or sh-LSD1-induced increases in reprogramming efficiencies (Fig. 1e,f). These observations not only confirmed the effects of tranylcypromine and shRNA were through LSD1, but also indicated the critical roles of LSD1’s demethylase activity in promoting iPSCs generation.

We next examined the time-dependent functions of LSD1 during reprogramming. The beneficial roles of LSD1 inhibition (T20 treatment) was only observed at early stage of reprogramming, from Day 2 to 5 during a 12-day reprogramming (Fig. 1g). Similarly, shRNA against *LSD1* only promoted reprogramming significantly at early stage though its suppression last until late stage of reprograming (Fig. 1h, Supplemental Fig. S1).

Since c-Myc is also frequently used for reprogramming^14^, the effects of LSD1 inhibition in a reprogramming system with *Oct4, Klf4, c-Myc* and *Sox2* (OKMS) was also determined. As indicated in Supplemental Fig. S1, LSD1 inhibition promoted reprogramming at early stage.

In addition, another inhibitor of LSD1, phenelzine also enhanced reprogramming with or without *c-Myc* in a dose-dependent manner (Supplemental Fig. S1). To further exclude the possible off-target effects, GSK2879552, a potent, selective, and irreversible LSD1 inhibitor^26^, was also determined to facilitate reprogramming with or without *c-Myc* in a dose-dependent manner (Supplemental Fig. S1). In addition, the beneficial effects of both phenelzine and GSK2879552 were limited to the early stage of reprogramming.

Furthermore, T20 also promoted the reprogramming of human foreskin fibroblasts as indicated by AP staining (Fig. 1i). These consistent results generated from different reprogramming systems further supported the beneficial effects of LSD1 inhibition.

iPSCs colonies generated with OKS and T20 had normal karyotypes, proper demethylation on both Nanog and Oct4 promoters, and the expression of endogenous pluripotency markers such as Nanog and SSEA1 (Supplemental Fig. S2). These iPSCs were able to form chimeric mice with germ line transmission (Supplemental Fig. S2).

### T20 does not affect cell cycle and global DNA methylation

Since both p53 and DNMT1 are reported LSD1 substrates^4^,^5^, LSD1 inhibition may facilitate reprogramming by modulating p53 methylation and subsequent cell cycle or by modulating DNMT1 methylation and subsequent global DNA methylation. It is possible that the observed beneficial effects on reprogramming were due to the alterations in cell cycle or global DNA methylation because of their influences on iPSCs generation^27^,^28^. Although the methylation levels of p53 and DNMT1 were not determined because of the lack of specific antibody, the possible involvement of their demethylation under current paradigm was excluded by determining their down-stream effects, modulations on cell cycle and global DNA methylation. The similar proliferation rates and lengths of different cell cycle phases in cells treated with or without T20 suggested that LSD1 inhibition did not affect reprogramming via a pathway from methylated p53 to cell cycle (Supplemental Fig. S3). The unchanged global DNA methylation levels suggested the influences from LSD1 inhibition were not mediated by DNMT1 or global DNA methylation.

However, the unchanged down-stream effects such as cell cycle and global DNA methylation might be resulted from the changes on expression and methylation levels simultaneously. To exclude this possibility, the expression of *p53* and *Dnmt1* were determined. The expression of *p53* and *Dnmt1* were not affected by LSD1 inhibition, suggesting that the methylation levels of these two protein were unchanged from another aspect (Supplemental Fig. S3). In addition, Apoptosis also seems unaffected by T20 treatment as the percentage of TUNEL^+^ cells remained unchanged (Supplemental Fig. S3).

### T20 increases exogenous *OKS* expression by preventing H3K4 demethylation

LSD1 is essential in maintaining low H3K4 methylation on endogenous retrovirus elements and subsequently suppresses their expression in ESCs^29^. Thus the abilities of T20 to affect retrovirus-delivered exogenous expression of *Oct4, Klf4*, and *Sox2* were determined. Although retrovirus delivery of OKS increased their expression to different extents, LSD1 inhibition with T20 further boosted their expression to about three folds.

To explore the connection between increased exogenous expression of OKS and LSD1-mediated histone demethylation, shRNAs against *Dpy30* and *Eset* were used (Supplemental Fig. S4). Since Dpy30 and Eset are critical for H3K4 and H3K9 methylation respectively^30^,^31^, blocking their expression should affect different parts of LSD1 inhibition. As indicated in Fig. 2a, increased exogenous expression of OKS could be blocked by *sh-Dpy30* but not *sh-Eset*. Therefore, LSD1 inhibition facilitates *OKS* expression by suppressing related H3K4 demethylation.

In order to determine the contributions of increased exogenous OKS expression to reprogramming, different amounts of viruses were used to infect MEFs at the beginning of reprogramming. The abilities of T20 to increase exogenous OKS expression were between those of 4-fold and 8-fold of viruses (Fig. 2b). Although both 4-fold and 8-fold of viruses increased iPSCs generation efficiency significantly, the reprogramming efficiencies induced by them were still lower than that of OKS+T20 (Fig. 2c), suggesting that increased OKS expression only accounted for part of T20’s effects.

To further confirm the observation above, the effects of T20 on reprogramming were determined in a virus-free system. When using the previous reported protocol to generate CiPSCs^16^, T20 also greatly promoted iPSCs generation at early stage (Fig. 2d). Therefore, LSD1 inhibition facilitates reprogramming via another pathway.

In addition, immunoblotting data suggested that T20 increased global levels of H3K4me2/3 and H3K9me2/3 (Supplemental Fig. S4). Furthermore, reducing the expression of *Dpy30* or *Eset* with shRNA significantly impaired but not fully blocked the beneficial roles of T20 (Fig. 2e). Therefore, LSD1 inhibition with T20 promotes iPSCs generation by regulating both H3K4 and H3K9 demethylation and through multiple pathways.

### T20 partially reverses gene expression changes induced by OKS

Since the beneficial roles of T20 on reprogramming was mostly at early stage, we performed RNA-seq analysis in MEFs and cells on Day 3 during reprogramming with (OKS+T20) and without T20 (OKS) (Supplemental Table S1). 

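Mouse embryonic fibroblasts (MEFs) are primary cells, and in the OKS group they carried retroviruses encoding Oct4, Klf4 and Sox2. T20 stands for tranylcypromine, the LSD1 inhibitor, at 20 μM. One library was made for each of 5 conditions, so n = 1 throughout: MEFs on Day 0, and on Day 3 cells with OKS, OKS+T20, Oct4 alone (O), or Klf4 and Sox2 (KS). The sample labels give 4 days and a dose of 20 nM where the paper gives Day 3 and 20 μM, and the paper's values are used here. The mRNA libraries were sequenced on an Illumina MiSeq instrument, and the authors estimated expression with RSEM against the Ensembl v67 transcriptome. The deposited tables give expected counts, TPM (the paper's unit of transcript abundance), FPKM and lengths for 24130 genes. Expected counts summed to 2535438 in MEF, 2122032 in OKS, 2778349 in OKS+T20, 1789978 in O and 2792126 in KS. The smallest share that can be shown, 3 counts, was 1.18 per 1000000 counts in MEF, 1.41 in OKS, 1.08 in OKS+T20, 1.68 in O and 1.07 in KS. Counts at this depth were few for many genes, and 766 of the 7952 detectable genes had under 20 counts in at least 1 of MEF, OKS and OKS+T20.

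Detectable genes were those with TPM above 20 in at least 1 of the 5 samples. The cut-off of 20 in any 1 sample is from Supplementary Table S3, and TPM was taken as its unit from the paper's Methods. Values in Supplementary Table S1 differ from the deposited TPM, so the paper's cut-off may be in another unit. TPM values under 1 were set to 1 before ratios were taken, because 1 is the lowest value in Supplementary Table S1. No further normalization was applied in the main setting. Since no condition has replicates, differences between conditions have no replicate check, and intervals for single genes cover only the sampling noise of the counts. The choices that could move the numbers most are the normalization between samples, the detection threshold and a correction for gene length and GC content.

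The delivered factors served as a check of the labels. Pou5f1, the gene of Oct4 (chromosome 17 of GRCm38, 35506018 to 35510772), had a TPM of 21.29 in MEF, 2573.56 in OKS, 5370.42 in O and 18.92 in KS. Klf4 (chromosome 4, 55527143 to 55532466) had 13.44 in MEF, 338.56 in OKS, 24.30 in O and 792.72 in KS. Sox2 (chromosome 3, 34650405 to 34652461) had 0.87 in MEF, 365.63 in OKS, 0.72 in O and 683.13 in KS. Each factor was high only in the samples that received it. Coordinates are from the GENCODE M21 annotation of GRCm38, since the expression tables hold no positions.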

Gene expression profiles were compared between any two of these three samples, and totally three comparisons were performed (Fig. 3a, Supplementary Fig. S5). The difference between the expression profiles of OKS group and OKS+T20 group was smaller than the difference between MEF and OKS or between MEF and OKS+T20. 

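The spread of log2 ratios across the 7952 detectable genes measured how far apart each pair of profiles was (no replicates). Its SD was 0.901 for OKS+T20 against OKS, 1.316 for OKS against MEF and 1.290 for OKS+T20 against MEF. The first SD was 0.699 times the smaller of the others, with a 95% bootstrap interval across genes of 0.669 to 0.733. Spearman's rho across genes, which are not independent replicates, was 0.859 for OKS+T20 with OKS, 0.778 for OKS with MEF and 0.763 for OKS+T20 with MEF. More than 5-fold differences were found for 147 genes between OKS+T20 and OKS, 553 between OKS and MEF, and 599 between OKS+T20 and MEF. Requiring at least 20 expected counts in each of the 3 samples moved the ratio of SDs furthest, to 0.860. The paper ranks this comparison as the smallest of the 3 and takes it forward as the one that shows the function of T20.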

Although the difference between OKS and OKS+T20 was the smallest in the three comparisons, it indicated the function of T20 and was focused for further analysis.

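With TPM above 20 in at least 1 of the 5 samples as the criterion, 7952 of the 24130 genes in the tables were detectable (no replicates). The number above 20 TPM in a single sample was 6054 in MEF, 5672 in OKS, 7136 in OKS+T20, 5787 in O and 6251 in KS. Expected counts normalized between GC bins and then between samples, with 20 as the same cut-off, gave 11291. Divided by their OKS/MEF ratio into 14 groups, the detectable genes ranged from 80 genes with a ratio below 0.1 and 140 between 0.1 and 0.2 to 280 between 4.0 and 16 and 138 above 16. The largest group had 1338 genes, with ratios from 0.6 to 0.8.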

The 9399 genes with detectable expression in current RNA-seq were divided into 14 groups basing on their expression ratios, OKS vs MEF. It was found that OKS preferred to up-regulate genes with relatively low expression in MEFs, and down-regulate those with relatively high expression (Supplemental Fig. S5). 

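Across the 7952 detectable genes, the MEF level and log2(OKS/MEF) had a Spearman's rho of -0.207 (no replicates). Genes are not independent replicates, and the MEF value enters both measures. Ranked into quartiles by MEF expression with 1988 genes each, mean log2(OKS/MEF) was 0.779 ± 0.040 (SE across genes) in the lowest quartile, where the median MEF TPM was 12.66. Of the detectable genes, 6054 exceeded 20 TPM in MEF, so most genes of the lowest quartile were included because another sample exceeded 20, which by itself favours a rise. In the next quartiles it was -0.336 ± 0.022, -0.269 ± 0.021 and -0.250 ± 0.022, at median MEF TPM of 28.51, 56.20 and 171.98. More than 2-fold up-regulation was found for 33.1% of the lowest quartile and 4.4% of the highest, and more than 2-fold down-regulation for 8.7% and 15.3%. Over the upper 3 quartiles the mean did not fall with MEF level. Removing the dependence of each ratio on gene length and GC content changed rho to -0.344, and requiring at least 20 counts in each of the 3 samples changed it to -0.099. The paper reads the pattern as a preference of OKS for raising weakly expressed genes and lowering strongly expressed ones.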

This phenomenon was a typical pattern for gene expression changes. However, when compared the gene expression in OKS+T20 with those in OKS, T20 preferred to increase the expression of genes that were down-regulated by OKS, while to decrease those up-regulated by OKS (Fig. 3b). 

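The mean log2(OKS+T20/OKS) over the genes of each of the 14 groups is given with its SE across genes (no replicates). It was 1.486 ± 0.195 where OKS/MEF was below 0.1, 1.236 ± 0.092 from 0.1 to 0.2, 1.045 ± 0.039 from 0.2 to 0.4, 0.977 ± 0.021 from 0.4 to 0.6 and 0.689 ± 0.017 from 0.6 to 0.8. Groups around an unchanged ratio had 0.399 ± 0.023 from 0.8 to 0.9, 0.311 ± 0.025 from 0.9 to 1.0, 0.182 ± 0.028 from 1.0 to 1.1 and 0.063 ± 0.033 from 1.1 to 1.2. Among up-regulated genes it was -0.019 ± 0.023 from 1.2 to 1.5, -0.123 ± 0.032 from 1.5 to 2.0, 0.019 ± 0.042 from 2.0 to 4.0, 0.262 ± 0.074 from 4.0 to 16 and -0.298 ± 0.155 above 16. The mean over all 7952 detectable genes was 0.412. Relative to that mean, the up-regulated groups from 1.0 to 1.1 onward were all lower, by -0.151 to -0.711 on the log2 scale.

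Spearman's rho between log2(OKS/MEF) and log2(OKS+T20/OKS) was -0.459 across genes, which are not independent replicates. The OKS library enters both ratios. With its counts split at random into disjoint parts, 1 for each ratio, rho was -0.409, and the correction for gene length and GC content moved it most, to -0.333. From the rise among down-regulated genes and the fall among up-regulated genes, the paper concludes that T20 acts against the changes brought by OKS.

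**Figure D1:**
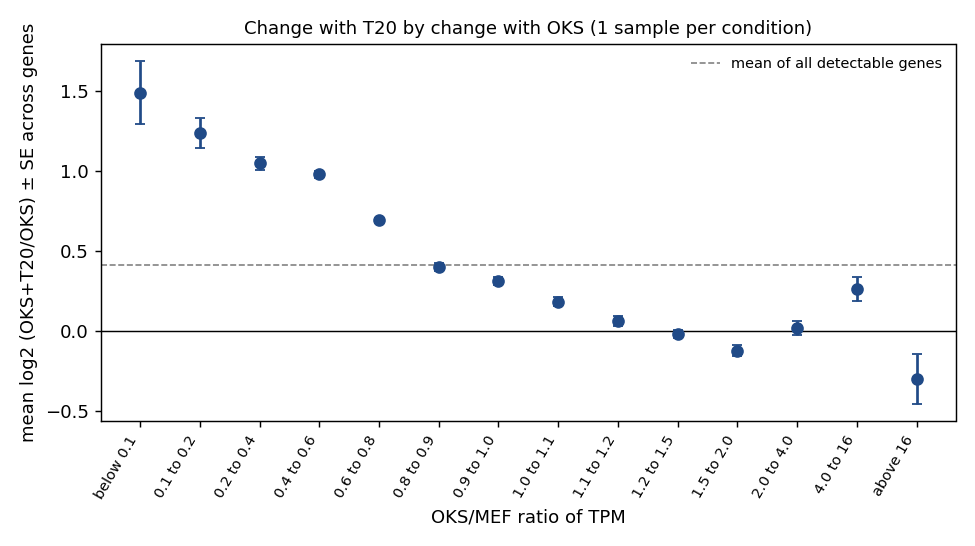
Mean log2(OKS+T20/OKS) of TPM on the vertical axis for the 14 groups of detectable genes, ordered along the horizontal axis by their OKS/MEF ratio of TPM, with 1 sample per condition. Points are means over genes, bars are the SE across genes and the dashed line is the mean of all detectable genes, 0.412, so the means run from 1.486 in the most down-regulated group to -0.298 in the most up-regulated one.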

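With OKS/MEF below 0.5 as the criterion, 1171 detectable genes were down-regulated by OKS (no replicates). By the limits of Fig. 3, 855 of them rose with T20 to more than 1.5 times their OKS level, 288 stayed between 0.67 and 1.5 times, and 28 fell below 0.67 times. The reversed share was 73.0% (95% Wilson interval 70.4 to 75.5). Of the other detectable genes, 36.6% passed the same upper limit, an odds ratio of 4.70 (Fisher's exact test across genes, p = 1.8e-120). Genes are not independent replicates. The OKS library both defines the class and is the denominator of the T20 ratio, which by itself favours an odds ratio above 1. With the OKS counts split at random into disjoint parts, which removes only shared sampling noise, the reversed share was 70.5%. In a Fisher's exact test of each gene's share of the expected counts in OKS+T20 and OKS, which covers only sampling noise, 678 of the 855 reversed genes had a Benjamini-Hochberg adjusted p under 0.05. Quantile normalization of TPM lowered the reversed share to 45.8%, and a length and GC correction centred on the median, chosen after the values had been seen, lowered it to 37.1%. The paper counts these classes to specify how often T20 reversed, left or deepened the down-regulation by OKS.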

To be more accurate, within the 1074 genes that were down-regulated by more than 50% after OKS delivery, 509 genes had their expression changes un-affected by T20, 514 genes had their expression changes been significantly reversed, and only 51 genes were further down-regulated by T20 (Fig. 3c). 

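Up-regulation by OKS, with OKS/MEF above 2, was found for 965 detectable genes (no replicates). With T20, 219 of them fell below 0.67 times their OKS level, 425 stayed between 0.67 and 1.5 times, and 321 rose above 1.5 times. The reversed share was 22.7% (95% Wilson interval 20.2 to 25.4), and the share further up-regulated was 33.3%. Among the remaining detectable genes 9.1% fell below the same limit, an odds ratio of 2.93 (Fisher's exact test across genes, p = 1e-30). Genes are not independent replicates. The OKS library enters both the class and the T20 ratio, which by itself favours an odds ratio above 1. Splitting the OKS counts, which removes only shared sampling noise, gave a reversed share of 21.5%. By Fisher's exact test on the counts with Benjamini-Hochberg adjustment, 190 of the 219 reversed and 244 of the 321 further up-regulated genes had an adjusted p under 0.05. Quantile normalization of TPM raised the reversed share to 40.3%, and the correction for gene length and GC content lowered it to 7.84%. Centred on the median, a form chosen after the values had been seen, the correction gave 18.8%. The paper treats these classes in the same way as those of the down-regulated genes, with reversal set against further up-regulation.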

Similarly, within the 1134 genes that were up-regulated by more than 100% after OKS delivery, 614 genes had their expression changes un-affected by T20, 339 genes had their expression changed been significantly reversed, and only 181 genes were further up-regulated by T20 (Fig. 3c). 

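Down- and up-regulated genes together came to 2136, and 1074 of these had the change by OKS reversed with T20 past the limits of 0.67 and 1.5, which is 50.3% (95% Wilson interval 48.2 to 52.4; no replicates). Reversal was more frequent in the down-regulated class, at 855 of 1171 genes, than in the up-regulated class, at 219 of 965. Over all 7952 detectable genes, 41.9% were above 1.5 times and 10.8% below 0.67 times their OKS level. TPM with quantile normalization brought the classes closest together, with 410 down-regulated and 414 up-regulated genes reversed. The paper infers partial reversal from the genes reversed in each class and those left unaffected.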

Therefore, T20 partially reverses gene expression changes induced by OKS. 

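Of the 7952 detectable genes, 3563 had an OKS+T20 level closer to OKS than to MEF on the log2 scale, which is 44.8% (95% Wilson interval 43.7 to 45.9; no replicates). Among the 2136 genes that OKS changed more than 2-fold, the share was 58.6%, or 1252 genes. In OKS+T20, 381 of the 1171 OKS-down genes (32.5%) were still below MEF by more than 2-fold, and 737 of the 965 OKS-up genes (76.4%) were still above MEF by more than 2-fold. By spread and rank the profile of OKS+T20 was nearer to OKS, with an SD of log2 ratios of 0.901 against 1.290 and a Spearman's rho across genes of 0.859 against 0.763. Genes are not independent replicates. The share of genes closer to OKS moved most when every gene with a TPM above 0 was kept, to 35.8%. A gene at equal distance was counted as not closer to OKS, and values set to 1 can give such ties. This move may therefore come from the counting rule. The share was 53.4% with counts normalized between GC bins. The paper reasons from the remaining closeness to OKS that the factors outweigh the inhibitor.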

Since the expression profile of OKS+T20 group was still closer to OKS group than to MEF group, the ability of T20 to modulate gene expression could not overwhelmed those of Oct4, Klf4 and Sox2.

Considering the interactions between LSD1 and pluripotent transcriptional factors like Oct4, Sox2. Klf4 and Nanog (Fig. 3d), OKS might down-regulate genes with relatively high expression via H3K4 demethylation, while up-regulated those with low expression via H3K9 demethylation, with help from LSD1 at early stage of reprogramming. When LSD1 was inhibited, OKS-induced expression changes might be reversed.

### T20 assists in a metabolic switch during iPSCs generation

To connect the abilities of T20 to reverse OKS-induced expression changes to its beneficial roles for reprogramming, genes with more than two-fold expression differences between OKS and OKS+T20 groups were analyzed with DAVID online service (http://david.abcc.ncifcrf.gov/) to identify the enriched Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways^32^. 

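Between OKS+T20 and OKS, 1913 detectable genes were more than 2-fold higher with T20 and 252 more than 2-fold lower (no replicates). The OX list of Supplementary Table S3 had 97 detectable genes, and 14 of them were among the 252 lower genes, an odds ratio of 5.40 (Fisher's exact test across genes, p = 1.92e-06). Among the higher genes there were 4 OX genes, an odds ratio of 0.134 (Fisher's exact test, p = 1.32e-07). Glycolysis genes numbered 6 among the higher genes, with an odds ratio of 0.652 (Fisher's exact test, p = 0.43), and 0 among the lower ones. These were 4 tests, and genes of a pathway are not independent replicates. DAVID was not available, and the gene lists behind the stress fiber and development terms were not analysed here. After removal of the dependence on gene length and GC content, the OX odds ratio was 0 (Fisher's exact test, p = 0.629), the largest move. That correction restores the median of all genes. Centred on the median, a form chosen after the values had been seen, it gave an odds ratio of 1.045. Without the detection filter, 4090 genes were higher and 569 lower. With quantile-normalized TPM the numbers were 696 and 738, and with counts normalized between GC bins 916 and 931. The excess of higher genes thus depended on the normalization.

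Fisher's exact test of each gene's share of the expected counts gave 4913 of the 7952 detectable genes with a Benjamini-Hochberg adjusted p under 0.05, 2710 with a higher and 2203 with a lower share in OKS+T20. This test covers only sampling noise. In edgeR's exact test with an assumed biological coefficient of variation of 0.2 in place of replicates, 450 genes passed, and with 0.4, a value added after the data had been seen, 13 passed. From the terms enriched among the changed genes, the paper turns to mitochondria and energy metabolism as the processes that T20 affects.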

Genes related to mitochondrial and oxidative phosphorylation pathway (OX, KEGG: 00190) were significantly enriched in T20-down-regulated genes (Fig. 4a,b, Supplemental Table S2), while genes related to stress fiber and development process were significantly enriched in T20-up-regulated genes (Fig. 4c, Supplemental Table S2).

Genes in OX pathway and another related pathway, glycolysis pathway (KEGG: 00010), were then analyzed basing on the information collected from KEGG website (http://www.genome.jp/kegg/). 

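The OX list of Supplementary Table S3 holds 116 genes, and 97 of them had a TPM above 20 in at least 1 of the 5 samples. Their median TPM was 260.96 in MEF, 336.13 in OKS and 238.17 in OKS+T20 (no replicates). Their median length was 768 bases, against 2135 bases for the other detectable genes, and their median GC content was 51.2% against 51.4%. A lower limit of 10 TPM gave 102 detectable genes, and 110 had a TPM above 0.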

98 out of 116 genes in OX pathway had detectable expression in the current RNA-seq. About 80% of these 98 genes were up-regulated by OKS on Day 3 during reprogramming and experienced down-regulation when T20 was included in reprogramming system simultaneously (Supplemental Table S3). 

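Of the 97 detectable OX genes, 76 were higher in OKS than in MEF, 75 were lower in OKS+T20 than in OKS, and 71 showed both (no replicates). This is 73.2% (95% Wilson interval 63.6 to 81.0), against 22.5% of the other 7855 detectable genes. In 67 of the 71, both differences had the same directions and a Benjamini-Hochberg adjusted p under 0.05 in Fisher's exact test on the expected counts, which covers only sampling noise. Cox6a1 (chromosome 5 of GRCm38, 115345642 to 115348981) had a TPM of 939.87 in MEF, 1435.42 in OKS and 759.16 in OKS+T20. Its log2(OKS/MEF) was 0.611 (95% interval from counting noise 0.476 to 0.746) and its log2(OKS+T20/OKS) was -0.919 (-1.063 to -0.775). Uqcrh (chromosome 4, 116066965 to 116075071) had a TPM of 538.55, 1066.91 and 585.07 in the same order. Correcting each ratio for gene length and GC content moved the share most, to 11.3%, and with the corrected ratios centred on their median, chosen after the values had been seen, it was 38.1%. The paper draws from the shared pattern that OKS raises the OX pathway and T20 lowers it again.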

On the other hand, 34 out of 60 genes in glycolysis pathway were detectable in the current RNA-seq. 

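Of the 60 genes on the glycolysis list of Supplementary Table S3, 35 had a TPM above 20 in at least 1 of the 5 samples, and 34 when only MEF, OKS and OKS+T20 were considered. The median TPM of the 35 genes was 82.74 in MEF, 61.06 in OKS and 73.51 in OKS+T20 (no replicates). Their median length of 2011 bases was near the 2121 bases of the other detectable genes. Counts normalized between GC bins gave 39 detectable genes, and 51 had a TPM above 0.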

About 40% of these 34 genes were down-regulated by OKS on Day 3 and up-regulated when T20 was used (Supplemental Table S3). 

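Of the 35 detectable glycolysis genes, 25 were lower in OKS than in MEF, 23 were higher in OKS+T20 than in OKS, and 18 showed both (no replicates). The share was 51.4% (95% Wilson interval 35.57 to 67.01), and 46.2% of the other 7917 detectable genes showed both directions. In 3 of the 18, both differences had the same directions and a Benjamini-Hochberg adjusted p under 0.05 in Fisher's exact test on the expected counts, which covers only sampling noise. Ldha (chromosome 7 of GRCm38, 46841475 to 46855627) had a TPM of 1243.27 in MEF, 588.41 in OKS and 801.01 in OKS+T20, a log2(OKS/MEF) of -1.079 (95% interval from counting noise -1.174 to -0.984) and a log2(OKS+T20/OKS) of 0.445 (0.342 to 0.548). Pgam1 (chromosome 19, 41911923 to 41918660) had a TPM of 535.37, 201.81 and 297.19 in the same order. Neither is among the 3 genes, since the adjusted p for T20 in Fisher's exact test was 0.391 for Ldha and 0.0586 for Pgam1. With counts normalized between GC bins, the share with both directions moved furthest, to 25.6%. The paper sets this group beside the OX genes as a pathway that changes in the opposite way.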

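Of the 61 OX genes shown in Fig. 4d, 60 were detectable, and 58 of these were higher in OKS than in MEF and lower in OKS+T20 than in OKS (no replicates). Mean log2(OKS/MEF) over the 60 genes was 0.575 ± 0.040 (SE across genes), and mean log2(OKS+T20/OKS) was -0.695 ± 0.046, with a range from -1.395 for Atp5k to 0.268 for Sdhc. The exceptions were Uqcrfs1, which rose from 118.54 TPM in OKS to 137.81 in OKS+T20, and Sdhc, which went from 277.57 in MEF to 245.27 in OKS and 295.28 in OKS+T20. By share of the expected counts, from 288, 335 and 319 counts, Sdhc was higher in OKS and lower with T20 (Fisher's exact test, adjusted p = 0.000127 and 0.000149). All 61 genes showed both directions with TMM-normalized CPM and with counts normalized between GC bins. Cox10 was below the limit, with 15.89 TPM in OKS. Of the 8 glycolysis genes, 7 were detectable and 6 fell with OKS and rose with T20. Their mean log2(OKS/MEF) was -1.130 ± 0.121 and mean log2(OKS+T20/OKS) was 0.809 ± 0.250. Aldoa had 1943.45 TPM in MEF, 868.48 in OKS and 826.40 in OKS+T20, and Galm was below the limit with 12.31 TPM in OKS+T20. After correction of the ratios for gene length and GC content, 8 of the OX genes showed both directions, the largest move. With the corrected ratios centred on their median, chosen after the values had been seen, 32 did. The paper selected these genes for the size of their expression differences and shows them in Fig. 4d.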

61 OX genes and 8 glycolysis genes were further selected out because of the larger expression differences among MEF, OKS and OKS+T20 samples. Their expression levels were presented in Fig. 4c. Therefore, T20 reverses OKS-induced expression changes of genes in OX and glycolysis pathways.

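Mean log2(OKS/MEF) over the 97 detectable OX genes was 0.298 ± 0.080 (SE across genes), against -0.023 for the other detectable genes (permutation test across genes with 100000 random sets, p = 0.0169). Mean log2(OKS+T20/OKS) was -0.395 ± 0.066 against 0.422 (permutation test, p = 1e-05, the smallest p these draws can give). Relative to MEF, the OX genes in OKS+T20 had a mean log2 ratio of -0.097 ± 0.076. Over the 35 glycolysis genes, mean log2(OKS/MEF) was -0.408 ± 0.180 against -0.017 for the other genes (permutation test, p = 0.080). Their mean log2(OKS+T20/OKS) was 0.394 ± 0.104 against 0.413 (permutation test, p = 0.90). In the 4 tests genes were drawn at random, and genes are not independent replicates. No condition has replicates, so none of these differences has a replicate check. The OX mean for T20 became 0.343 after the correction for gene length and GC content, and the glycolysis mean for T20 became -0.025 with TMM-normalized counts relative to library size, the largest moves of each. That correction restores the median of all genes, so 0.343 is not a rise of OX genes above others. Centred on the median, a form chosen after the values had been seen, it gave an OX mean of -0.066. From the opposite signs of the changes with OKS and with T20 in both pathways, the paper concludes that T20 reverses the effect of OKS on their genes.

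**Figure D2:**
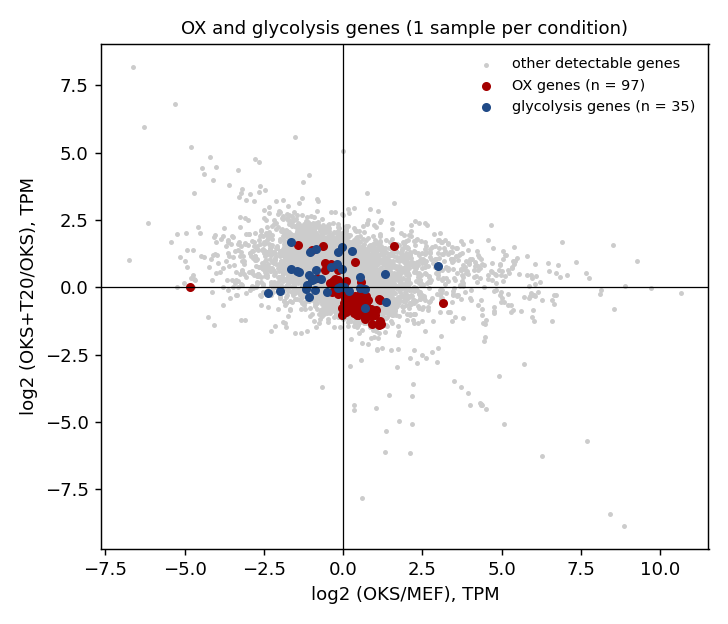
Change by OKS, log2(OKS/MEF) of TPM, on the horizontal axis and change with T20, log2(OKS+T20/OKS) of TPM, on the vertical axis, with 1 sample per condition. Each point is a detectable gene: the 97 OX genes lie mostly at the lower right, with 71 above 0 on the horizontal and below 0 on the vertical axis, while 18 of the 35 glycolysis genes lie at the upper left, and the other genes are in grey.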

To confirm the RNA-seq results, qPCR was performed to determine the expression of several representative genes. Nuclear respiratory factor 1 (*Nrf1*) expression was not affected significantly by OKS or T20, but representative genes in the OX pathway were up-regulated by OKS and down-regulated by T20 (Fig. 5a). Hypoxia-inducible factor 1α (*HIF1α*) expression was down-regulated by OKS while reversed by T20, which was consistent with its down-stream glycolysis genes, *Pdk1, Pdk2*, and *Pkm2* (Fig. 5b). Seahorse XF24 extra-cellular flux analyzer (Seahorse Bioscience) was then used to assess cellular energy metabolism on Day 3 during reprogramming. According to the OCR and ECAR readings in Fig. 5c,d, T20 treatment shifted cells from oxidative to glycolytic metabolism. Since transition from oxidative to glycolytic metabolism is required during iPSC generation^33^, T20 promotes reprogramming by facilitating metabolic switch.

Similarly, shRNA against *Lsd1* and LSD1-specific inhibitor, GSK2879552, also decreased the expression of representative genes in the OX pathway, increased the expression of glycolysis genes, and facilitated the metabolic switch from oxidative to glycolytic when used together with *Oct4, Klf4* and *Sox2* during iPSCs generation (Supplementary Figure S6).

### T20 assists metabolic switch by modulating *Hif1a* expression

Interactions between LSD1 and NRF1 or HIF1α during metabolic regulation have already been reported^23^,^34^. In addition, when analyzing the −950 − +50 regions (related to the transcription start sites) of the 116 OX genes with Pscan online service (http://159.149.160.51/pscan/)^35^, binding motifs of transcription factors like NRF1, HINFP, GABPA, and HIF1α were enriched (Supplemental Table S4). Binding motifs of Klf4 and HIF1α were enriched in the corresponding regions of the 60 glycolysis genes. Thus NRF1 and HIF1α were selected for further studied. Since significant expression changes were only observed on *Hif1α* but not *Nrf1* under current paradigm (Fig. 5a,b), whether T20 facilitated metabolic switch by modulating *Hif1a* expression was further determined.

Although *Hif1a* expression in iPSCs/ESCs were lower than that in MEF, its expression on Day 3 during reprogramming were suppressed to a level significantly lower than those in iPSCs and ESCs (Fig. 6a). This over down-regulation of *Hif1a* was resulted from the exogenous expression of *Oct4, Klf4*, and *Sox2* (Fig. 6a). Considering the interaction between LSD1 and these transcriptional factors (Fig. 3d), it was reasonable to proposed that Oct4, Klf4, and Sox2 induced H3K4 demethylation on *Hif1a* gene locus with the help from LSD1 and subsequently decreased *Hif1a* expression. When LSD1 was inhibited, such H3K4 demethylation was impaired and *Hif1a* expression was reversed.

To test the hypothesis above, ChIP-qPCR was used to determine the binding of OKS and LSD1 to *Hif1a* gene locus and to explore the changes on H3K4 methylation in the same locus. As indicated in Fig. 6b, Oct4, Klf4, Sox2 and LSD1 bound to *Hif1a* gene locus on Day 3 during reprogramming. In addition, ChIP-qPCR with antibodies against H3K4me2 and H3K4me3 suggested that the H3K4 methylation level on *Hif1a* gene locus decreased after OKS delivery, and could be reversed partially with T20 treatment (Fig. 6c,d). Therefore, Oct4, Klf4, and Sox2 bind to *Hif1a* gene locus and regulate related H3K4 methylation with the help from LSD1.

Then the contributions of *Hif1a* expression modulation and metabolic switch to T20’s functions during reprogramming were determined. As expected, an shRNA against *Hif1a* counteracted with T20 in regulating expression of representative genes in OX and glycolysis pathways (Fig. 6e), and reduced the ability of T20 to promote iPSCs generation (Fig. 6f). Additionally, the oxidative phosphorylation inhibitor, rotenone, increased reprogramming efficiency, which could be blocked by LSD1 over-expression at least partially (Fig. 6f). These observations further supported the conclusion that LSD1 inhibition assists the metabolic switch from oxidative to glycolytic by regulating *Hif1a* expression.

### T20 also promotes pre-iPSCs conversion by assisting metabolic switch

In addition, when analyzing current RNA-seq together with previous studies on pre-iPSCs, iPSCs, and ESCs^36^,^37^,^38^, LSD1 inhibition seemed to promote the conversion from pre-iPSCs to iPSCs (Supplemental Tables S1 and S3). Thus two already established pre-iPSCs lines, pre-2-2 and pre-3^39^, was used to determine the effects of T20 on the Vitamin C (Vc)-induced conversion from pre-iPSCs to iPSCs.

As expected, both shRNA against *Lsd1* and treatment with T20 or GSK2879552 promoted the conversion by about two folds (Fig. 7a–d). To determine potential interaction between Vc and T20, the concentrations of Vc in the medium were reduced to different levels. Although T20 could not convert pre-iPSCs to iPSCs without Vc, it promoted these conversions significantly even at a much lower concentration (0.5 μM) of Vc (Fig. 7e,f). In addition, pre-treating pre-iPSCs with T20 for 4 days increased the following conversions no matter whether the cells were continued to be treated with Vc alone or with both Vc and T20 on Day 5 to 11 (Fig. 7g). Thus the beneficial roles of T20 on this conversion were independent from the functions of Vc.

In addition, the beneficial roles of T20 on the metabolic switch were also observed during the conversion of pre-iPSCs. shRNA against *Hif1a* significantly inhibited the beneficial roles of T20, while *Lsd1* over-expression also impaired rotenone-increased conversion efficiency (Fig. 7h).

## Discussion

The current study demonstrated the two mechanisms employed by LSD1-inhibition to promote iPSCs generation at early stage of reprogramming. On the one hand, LSD1 inhibition increases retrovirus-delivered exogenous expression of *Oct4, Klf4*, and *Sox2* by preventing related H3K4 demethylation. The increased exogenous expression of *Oct4, Klf4*, and *Sox2* contribute to the T20-faciliated reprogramming at least partially. On the other hand, because of the interactions between LSD1 and Oct4, Klf4 and Sox2, LSD1 inhibition impairs OKS-induced H3K4 demethylation on genes with relative high expression and H3K9 demethylation on genes with relative low expression (Supplemental Table S1). As indicated by the RNA-seq analysis, LSD1 inhibition partially impaired OKS-induced expression changes, like the expression changes of genes in OX and glycolysis pathways. Thus, although the two mechanisms seem to be controversial from each other, they both promote reprogramming and account for the beneficial roles of LSD1 inhibition.

Since LSD1 inhibition also promotes reprogramming even in a virus-free system, and LSD1 inhibition increases iPSCs generation by impairing some OKS-induced expression changes, some OKS-induced expression changes may be unfavorable for iPSCs generation. The typical unfavorable expression changes identified in the current studies were those of genes in OX and glycolysis pathways. Although cells transit from oxidative to glycolytic metabolism during iPSCs generation^33^, genes in both OX and glycolysis pathways were up-regulated during reprogramming when analyzing previous studies on pre-iPSCs, iPSCs, and ESCs^36^,^37^,^38^ (Supplemental Tables S1 and S3). OKS over up-regulated genes in OX pathway, but down-regulated genes in glycolysis pathway at early stage of reprogramming, which subsequently impaired metabolic switch. Inhibiting LSD1 partially reversed these expression changes, facilitated metabolic switch, and subsequently contributed to the beneficial roles of T20.

Then the question was to determine what is the percentage of such unfavorable expression changes in OKS-induced expression changes. Our hypothesis was that more than 50% OKS-induced expression changes was unfavorable. 

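In the tables analysed here, 2136 of the 7952 detectable genes changed more than 2-fold between MEF and OKS, 1171 down and 965 up (no replicates). Keeping every gene with a TPM above 0 in at least 1 sample gave the largest count, 4359, and the number was 2994 with counts normalized between GC bins. In Oct4 alone, 38.2% of the OKS-down genes were also more than 2-fold down and 37.7% of the OKS-up genes more than 2-fold up. In Klf4 and Sox2 without Oct4 the shares were 26.9% and 55.6%. The expression data of pre-iPSCs, iPSCs and ESCs from the earlier studies were not analysed here.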

After analyzing current RNA-seq data together with previous studies on pre-iPSCs, iPSCs, and ESCs^36^,^37^,^38^ (Supplemental Tables S1 and S3), 2208 genes whose expression changed by more than 2 folds after OKS delivery in current RNA-seq were used for further analysis. Three expression ratios, OKS vs MEF, iPSC&ESC vs MEF, and pre-iPSC vs iPSC&ESC, were used to define “consistent”, “un-necessary”, “opposite”, and “over-regulated” changes induced by OKS (Supplemental Fig. S7). 693 genes (31%) had OKS-induced changes consistent with those from MEFs to iPSCs/ESCs, 1144 genes (52%) had opposite or un-necessary changes, and 203 genes (9%) seemed to be over-regulated (Supplemental Table S1 and Fig. S7). If considering opposite, un-necessary, and over-regulated changes as unfavorable changes, majority (61%) of expression changes induced by OKS were unfavorable for reprogramming.

The 61% above was calculated on Day 3 in current reprogramming system, another microarray datasets of a 21-day reprogramming system was analyzed^38^. Genes with unfavorable regulations by OKS decreased during at late stage of reprogramming (Supplemental Fig. S7). In addition, when calculating the percentages of unfavorable expression changes at different time points in the 21-day reprogramming system, the percentages peaked on Day 5 and gradually decreased (Supplemental Fig. S7), suggesting a significant portion of expression changes induced by OKS were unfavorable especially at early stage. Therefore, LSD1 inhibition might promote reprogramming by reversing some of these unfavorable changes.

The “unfavorable” hypothesis above still had additional challenges. These unfavorable changes might be a necessary stage for reprogramming and might be not really “unfavorable”. In addition, RNA-seq and microarray data were generated from large population of cells during reprogramming and were contaminated with cells that were not on their way to iPSCs. Thus further testing on this hypothesis should be based on addition single-cell tracing and expression profile analysis.

In addition, another recent report on autophagy and mechanistic target of rapamycin complex 1 (*mTORC1*) supported current hypothesis from another aspect^40^. OKS down-regulated *mTORC1* expression, but up-regulated genes involved in the elongation and expansion of autophagy like *Atg5, Atg7, Atg4b* and *Atg16l*. T20 might also facilitate reprogramming by reversing these gene expression and suppressing autophagy.

## Methods

### Animal Studies

Our studies were performed in accordance with the guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocols were approved by the Committee on the Ethics of Animal Experiments of the Guangzhou Institutes of Biomedicine and Health. All efforts were made to minimize the number of animal and the animal discomfort.

### Generation of iPSCs

MEFs were derived from 13.5-day mouse embryos carrying the *Oct4*-GFP transgenic allele^41^. These MEFs were maintained in DMEM (Gibco) supplemented with 10% FBS (Gibco), nonessential amino acids (NEAA, Gibco), penicillin/streptomycin (P/S, Thermo), and GlutaMAX (Gibco). Retrovirus was produced with Plat-E cells and pMXs-based retroviral vectors as previous reported except calcium phosphate transfection protocol was used^42^. MEFs within two passages were split into twelve-well plate (1.5 × 10^4^ cells/well). After adding polybrene to 4 μg/ml, the viral supernatant was used for infection. *Oct4, Klf4, c-Myc* and *Sox2* or *Oct4, Klf4* and *Sox2* were introduced into cells twice on Day 0 and Day 1 respectively, while mES or mES-Vc [high glucose DMEM (Hyclone), NEAA, P/S, GlutaMAX, leukemia inhibitory factor (LIF), β-mercaptoethanol, pyruvate, and 10% FBS without or with Vc (Sigma, 49752)] was used on Day 2. Medium was replaced with freshly prepared medium every day. If inhibitor, like GSK2879552 or T20, was used, it was also added to the fresh medium from the stock solution every day. iPSC colonies were counted or picked according to their Oct4-GFP expression and ES-like morphology, on Day 12–14. R1 ESCs and iPSCs were cultured on MEF feeder cells in Knockout DMEM supplemented with Knockout Serum Replacement (KSR, Gibco), LIF, PD0325901, CHIR-99021, NEAA, P/S, GlutaMAX, and β-mercaptoethanol.

The CiPSCs were generated as previously reported^16^. Briefly, MEFs were seeded at a density of 50,000 cells per well of a 6-well plate. On Day 0, the medium was replaced with KnockOut DMEM containing 10% KSR, 10% FBS, NEAA, GlutaMAX, P/S, 100 ng/mL bFGF, 500 μM VPA, 20 μM CHIR99021, 10 μM 616452, 20 μM Forskolin and 1 μM TTNPB. The medium was changed every 4 days. On Day 12, these cells were replated at a density of 30,000 cells per well of a 6-well plate. The medium was replaced with KnockOut DMEM containing 10% KSR, 10% FBS, NEAA, GlutaMAX, P/S, 20 ng/mL bFGF, 500 μM VPA, 10 μM CHIR99021, 10 μM 616452, 10 μM Forskolin and 1 μM TTNPB. DZNep was added to the cell cultures on day 16. On day 28, the medium was replaced with KnockOut DMEM containing 10% KSR, 10% FBS, NEAA, GlutaMAX, P/S, 3 μM CHIR99021 and 1 μM PD0325901 until the AP staining on Day 36. 20 μM Tranylcypromine was used during indicated time periods.

HFFs were cultured in DMEM with 10% FBS, NEAA, GlutaMAX and P/S. 1 × 104 HFFs were plated into every well of 24-well plate. On Day 0 and 1, HFFs were incubated with retrovirus-containing supernatant with 4 μg/ml polybrene for 12 hours followed with a 12-hour rest. On day 2, medium was changed to DMEM with 20% defined FBS, and bFGF (Shenzhen Symmix Industry). On Day 4, Vc and VPA (1 mM; Merck, Germany) was added to the medium. Conditioned medium, the supernatant collected and filtered 12 hours after MEF feeder cells were cultured in current medium, was used from Day 10 until the AP staining on Day 24.

### Cell line characterization

Characterization of iPSCs were done as previously reported^42^. The primary antibodies used were: goat anti-NANOG (R&D Systems, AF2729, 1:500), and mouse anti-SSEA-1 (R&D Systems, FAB2155A, 1:500). Appropriate Alexa-568-conjugated secondary antibodies were purchased from Invitrogen (A10037, A10042 and A10057, 1:500). For karyotypes analysis, demecolcine (50 μg /ml, Dahui Biotech) was added to cells for 1 h before addition preparation and metastages were analyzed on an Olympus BX51 microscope.

For immunoblotting, mouse anti-β-actin (Sigma, A5316-clone-AC-74, 1:2000), rabbit anti-GAPDH (Abcam, ab37168, 1:1000), rabbit anti-LSD1 (Abcam, ab17721, 1:1000), mouse-anti-H3K4me2 (Abcam, ab7766, 1:2000), H3K4me3 (Abcam, ab8580, 1:2000), H3K9me2 (Abcam, ab1220, 1:2000), H3K9me3 (Abcam, ab8898, 1:2000), and H3 (Abcam, ab1791, 1:5000) were used as primary antibodies. Appropriate HRP-conjugated secondary antibodies were purchased from Promega (W4011 and W4021, 1:500). The gels used for different antibodies were run under the same experimental conditions. Representative images were cropped from the original images with no modification on the relative intensities. The full length blots were provided in Supplementary Figure S8.

### AP staining and TUNEL staining

Cells were fixed with 4% paraformaldehyde in PBS, incubated at room temperature for 2 min, then washed twice with 0.5 ml of TBST. Freshly prepared AP staining solution (10 ul/ml nitrobluetetrazolium, 2 ul/ml5-bromo-4-chloro-3-indolyl phosphatein 100 mM Tris-HCl, pH 9.5, 100 mM NaCl, 50 mM MgCl_2_) was added, and plates were incubated in the dark at room temperature for 15 min, then rinsed with PBS. Apoptotic cell death was analyzed by the TUNEL assay using the *in situ* Cell Death Detection Kit, TMR red (Roche).

### Quantitative RT-PCR (qPCR)

Total RNA was extracted from cells by using TRIzol (Invitrogen) and 5 μg RNA was used to synthesize cDNA with ReverTra Ace^®^ (Toyobo) and oligo-dT (Takara) according to the manufacturer’s instructions. Transcript levels of genes were determined by using Premix Ex Taq™ (Takara) and analyzed with CFX-96 Real Time system (Bio-Rad). The primers were listed in Table S5.

### RNA-seq

RNA was extracted from cells using TRIzol reagent (Invitrogen). Illumina mRNA-seq libraries were prepared for each RNA sample by using the TruSeq RNA Sample Preparation Kit v2 (Illumina) before sequencing on an Illumina MiSeq instrument with the MiSeq Reagent Kit (Illumina).

Obtained RNA-Seq reads were processed by RSEM (RNA-Seq by Expectation-Maximization) to estimate transcript abundances. Reads were aligned to the (Ensembl v67) transcriptome and the number of reads associated with a given transcript was used to estimate that transcript’s abundance in TPM (transcripts per million).

### ChIP-qPCR

Chromatin from cells was fragmented to a size range of 200–500 bases with a Sonicator. Solubilized chromatin was immunoprecipitated with antibody against H3K4me2 (Abcam, ab7766, 1:1000), H3K4me3 (Abcam, ab8580, 1:1000). Antibody–chromatin complexes were pulled-down with protein A/G (Invitrogen), washed and then eluted. After cross-link reversal and Proteinase K treatment, immunoprecipitated DNA was extracted with phenol-chloroform, ethanol precipitated, and treated with RNase. ChIP DNA was quantified using PicoGreen. For ChIP-qPCR, primer sequences for qPCR tiling primers are listed in Table S5. qPCR was performed on CFX-96 Real Time system (Bio-Rad)CFX-96 Real Time system (Bio-Rad) with Premix Ex Taq™ (Takara).

### Bioenergetic profiling

Seahorse XF24 extra-cellular flux analyzer (Seahorse Bioscience) was used to assess cellular energy metabolism following the instruction of instruments. Briefly, the instrument quantified mitochondrial respiration (oxygen consumption rate, OCR) and glycolysis to lactic acid (extracellular acidification rate, ECAR). Four mitochondrial inhibitors (all from Sigma) were used in succession. After 30-min basal measurements,1 μM oligomycin was added to inhibit OXPHOS. 1 μM FCCP was injected into the wells to induce the collapse of the mitochondrial membrane potential after the measurement at 60 min. 1 μM rotenone and 1 μM antimycin A were simultaneously injected to completely inhibit mitochondrial respiration after the measurement at 90 min.

### Statistical methods

Experiments were repeated at least five times (n > = 5) with the exception of RNA-seq analysis. Data were analyzed and compared by two-tailed t-test, one-way ANOVA with Dunnett’s test as a post-hoc, or two-way ANOVA with Bonferroni’s test as a post-hoc test with GraphPad Prism 5.0. Error bars and “n” represented standard deviations (stand error if mentioned) and the number of independent experiments. “*”, “**”, and “***” represented significant differences (p < 0.05), (p < 0.01), and (p < 0.001) from indicated control groups, respectively.

## Additional Information

**Accession code**: RNA-seq data were deposited in the Gene expression omnibus under accession number: GSE61694.

**How to cite this article**: Sun, H. *et al*. Lysine-specific histone demethylase 1 inhibition promotes reprogramming by facilitating the expression of exogenous transcriptional factors and metabolic switch. *Sci. Rep.* **6**, 30903; doi: 10.1038/srep30903 (2016).

## Supplementary Material

Supplementary Figures and Table Legends

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

## Figures and Tables

**Figure 1:**
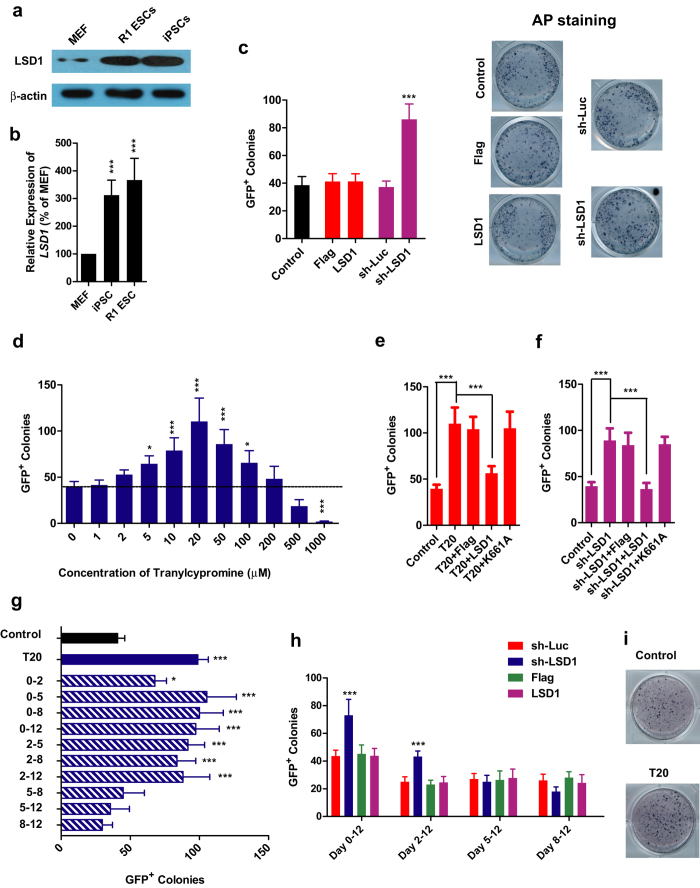
LSD1 inhibition promotes iPSCs generation. (**a,b**) *Lsd1* expression was determined with immunoblotting ((**a**), n = 5) and qPCR ((**b**), n = 5) in MEFs, iPSCs and R1 ESCs. (**c**) Reprogramming was performed with *Lsd1* up- and down-regulation. GFP^+^ colonies numbers and AP staining results were summarized (n = 6). (**d**) Different concentrations of LSD1 inhibitor, tranylcypromine, were used for reprogramming. Efficiencies were evaluated by counting GFP^+^ colonies (n = 6). (**e,f**) 20 μM tranylcypromine (T20), retrovirus encoding Flag vector, LSD1, LSD1 deficient mutant, K661A, and shRNA against *Lsd1* (sh-LSD1) were used for reprogramming as indicated. GFP^+^ colonies were counted (n = 6). (**g**) T20 was used during indicated periods during reprogramming, and GFP^+^ colonies were counted (n = 6). (**h**) Retrovirus encoding Flag vector, *Lsd1*, shRNA against *Luciferese* (sh-Luc) and sh-LSD1 were delivered at different time points during reprogramming before counting GFP^+^ colonies on Day 12 (n = 6). (**i**) T20 was used for HFFs reprogramming. AP staining was performed to determining the efficiencies (n = 5). One-way *ANOVA* with Dunnett’s test as a post-hoc was used to compare the experimental with control groups. The gels used for different antibodies were run under the same experimental conditions (**a**). Representative images were cropped from the original images with no modification on the relative intensities. The full length blots were provided in Supplementary Figure S8.

**Figure 2:**
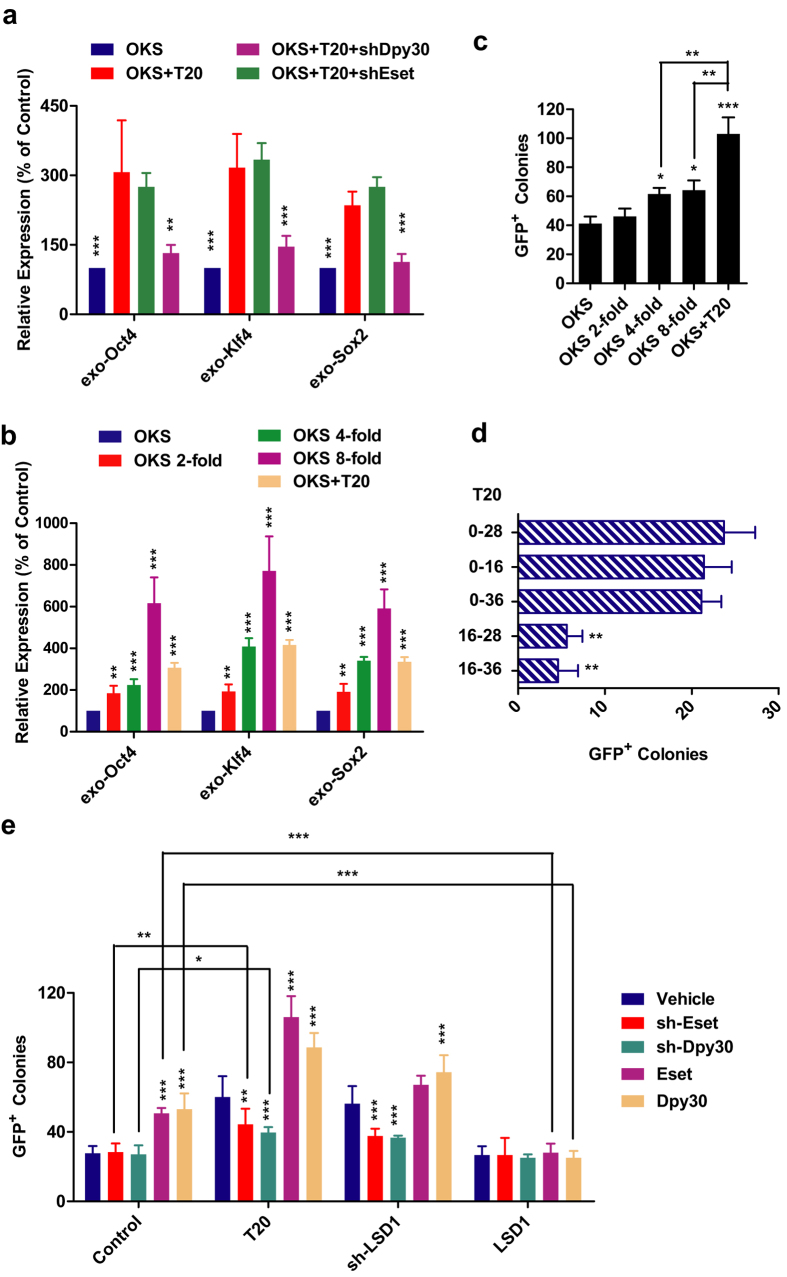
T20 promotes reprogramming by increasing exogenous expression of OKS. (**a**) Retrovirus encoding sh-Eset and sh-Dpy30 were used with T20 during iPSCs generation. Expression of exogenous *Oct4, Klf4* and *Sox2* were determined by qPCR (n = 5). (**b,c**) Different amounts of retrovirus were used for reprogramming. Exogenous expression of OKS were determined by qPCR on Day 3 during reprogramming and normalized to those in OKS group ((**b**), n = 5). GFP^+^ colonies numbers on Day 12 were summarized in ((**c**), n = 5). (**d**) CiPSCs were generated as reported previously and outlined in Methods. Tranylcypromine was used at 20 μM and in indicated time periods during reprogramming. GFP^+^ colonies were counted for efficiencies (n = 5). (**e**) Retrovirus encoding sh-Eset and sh-Dpy30 were used in different combinations with T20, retrovirus encoding sh-LSD1 and LSD1 for MEFs reprogramming. GFP^+^ colonies were counted to represent the efficiencies (n = 6). One-way ANOVA with Dunnett’s test as a post-hoc was used for (**a–d**), while Two-way *ANOVA* with Bonferroni’s test was used for (**e**).

**Figure 3:**
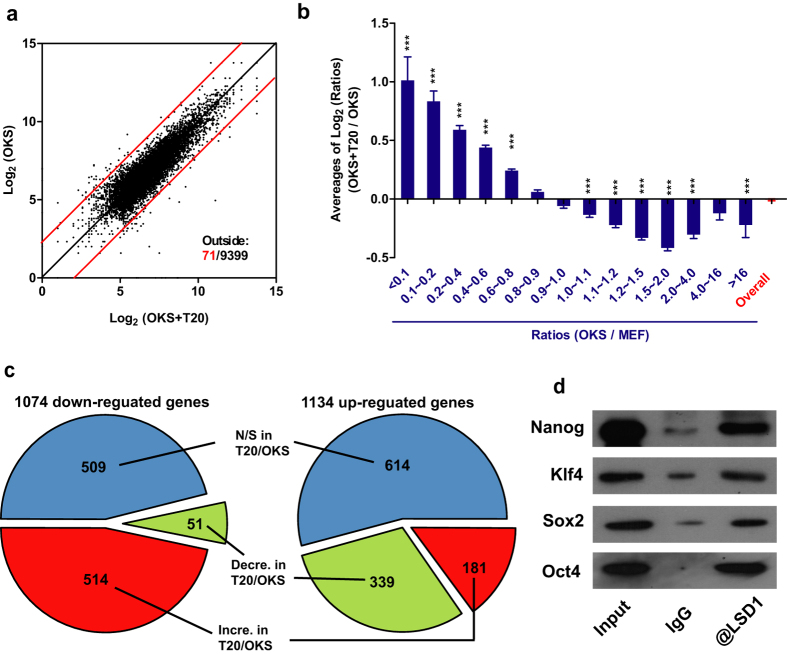
T20 reverses some expression changes induced by OKS. (**a**) Log_2_ values of RNA-seq readings on gene expression in OKS, and OKS+T20 groups were plotted against each other. Red lines were used to distinguish the genes with expression changes more than 5 folds. (**b**) 9399 genes identified in current RNA-seq were divided into 14 groups depending on expression ratios (OKS vs MEFs). The averages of ratios (OKS+T20 vs OKS, Log_2_ values) in these 14 groups were plotted. Stand errors were plotted. (**c**) 2208 genes with significant expression differences (over two folds) between MEF and OKS groups were analyzed separately, down-regulation in left panel and up-regulation in right. Within these genes, genes with expression ratios (OKS+T20 vs OKS) between 0.67 and 1.50 were classified as not significant (N/S, in Blue), genes with ratios over 1.50 were as increased (Incre. in Red), while genes with ratios below 0.67 were as decreased (Decre. in Green). Genes with increased expression were classified as reversed changes in left panel but as consistent changes in right panel. The classification of genes with decreased expression was just opposite. (**d**) *Oct4, Klf4, Sox2* and *Nanog* were over-expressed in MEFs via retrovirus system for three days, antibody against LSD1 was used for immuno-precipitation (n = 5). One-way ANOVA with Dunnett’s test as a post-hoc was used. The gels used for different antibodies were run under the same experimental conditions (**a**). Representative images were cropped from the original images with no modification on the relative intensities. The full length blots were provided in Supplementary Figure S8.

**Figure 4:**
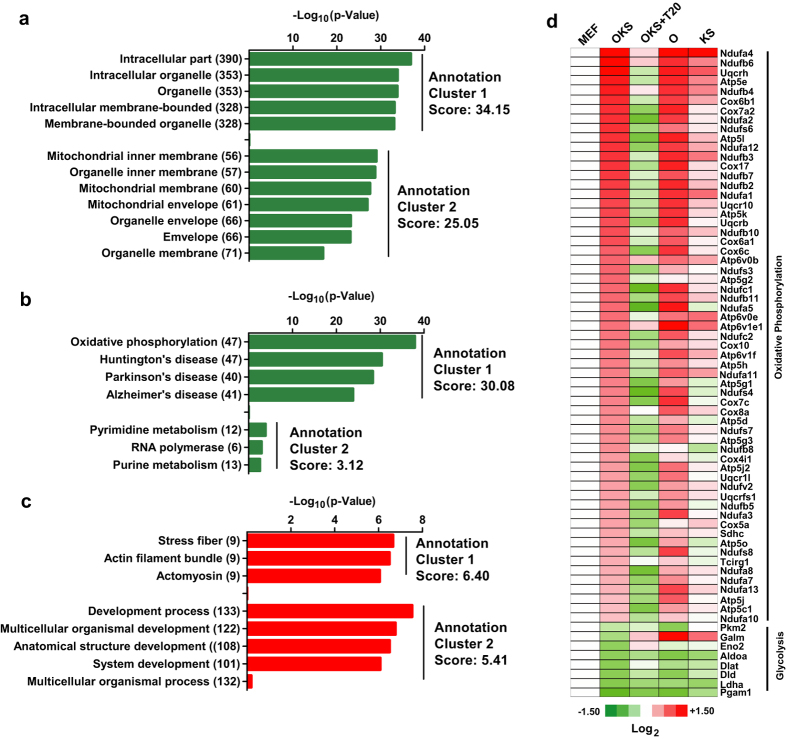
T20-down-regulated genes clusters in metabolic pathways. (**a–c**) Genes were significantly down-regulated by T20 were subjected for GO (**a**) and KEGG (**b**) analysis. Genes were significantly up-regulated by T20 were subjected for GO analysis (**c**). The top 2 clusters were listed. (**d**) 61 genes in OX pathway and 8 genes in glycolysis pathway which have significant differences between MEF and OKS groups and between OKS and OKS+T20 groups were listed.

**Figure 5:**
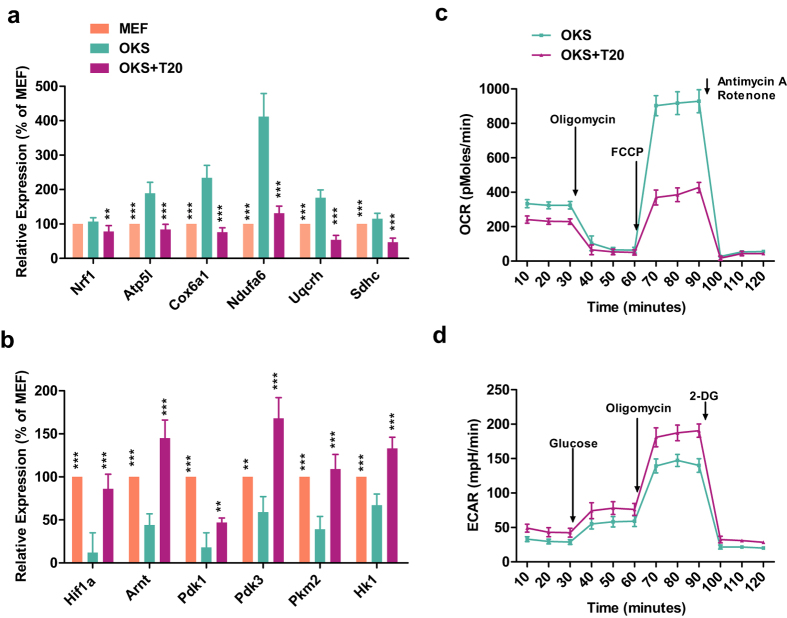
T20 helps the metabolic switch during reprogramming. (**a,b**) qPCR results of *Nrf1*, representative genes in OX pathway ((**a**), n = 5), *Hif1a*, and representative genes in glycolysis pathway ((**b**), n = 5) in MEFs, OKS and OKS+T20 groups were listed. (**c,d**) Seahorse XF24 extra-cellular flux analyzer (Seahorse Bioscience) was used to assess cellular energy metabolism on Day 3 during reprogramming with or without T20. Different inhibitor were added as indicated. OCR and ECAR results were presented in (**c,d**) respectively (n = 5). One-way ANOVA with Dunnett’s test as a post-hoc was used.

**Figure 6:**
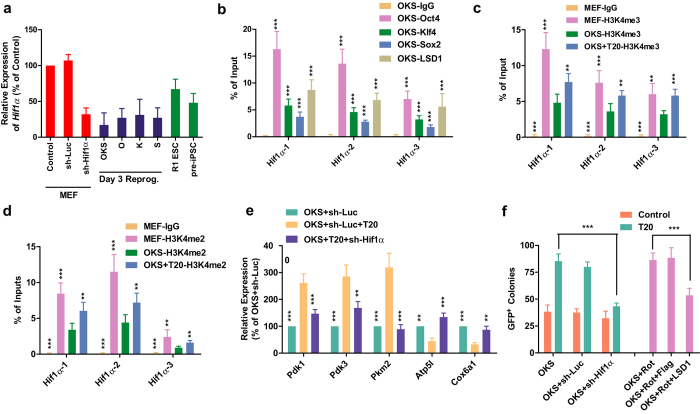
T20 facilitates the metabolic switch via Hif1α. (**a**) *Hif1a* expression was determined in MEFs, MEFs with sh-Luc or sh-Hif1α, ESCs, pre-iPSCs, and cells on Day 3 of reprogramming with OKS, O, K, or S (n = 5). (**b–d**) ChIP-qPCR with antibodies against Oct4, Klf4, Sox2, LSD1 (**b**), H3K4me3 (**c**) and H3K4me2 (**d**) were performed. Three sets of primers on *Hif1α* gene locus were used for qPCR. IgG was used as negative control and the results were normalized to the qPCR results from 1% inputs (n = 5). (**e**) qPCR results on genes in OX pathway and glycolysis pathway on Day 3 of reprogramming with OKS+sh-Luc, OKS+sh-Luc+T20, or OKS+sh-Hif1α+T20 (n = 5) (**f**) Retrovirus encoding sh-Hif1a was used with or without T20, and oxidative phosphorylation inhibitor, rotenone (Rot), was used with retrovirus encoding Flag or LSD1 during iPSCs generation. GFP^+^ colonies were counted (n = 6). One-way ANOVA with Dunnett’s test as a post-hoc was used.

**Figure 7:**
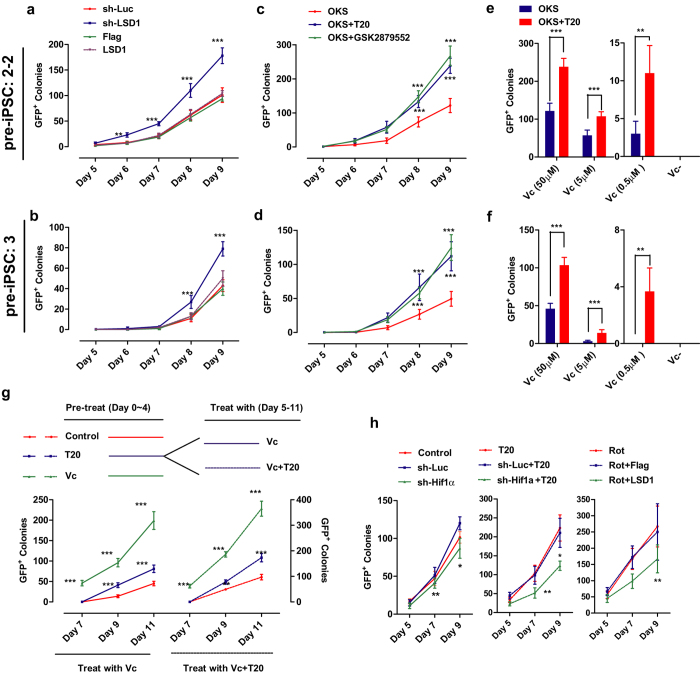
T20 promotes pre-iPSCs conversion by facilitating metabolic switch. Two pre-iPSCs cell lines, pre-2-2 and pre-3, were converted to iPSCs with Vc and indicated treatments. Numbers of GFP^+^ colonies were counted. (**a,b**) Retrovirus encoding sh-LSD1 and LSD1 were used for the conversion of pre-2-2 ((**a**), n = 6) and pre-3 ((**b**), n = 6). (**c,d**) T20 and GSK2879552 (2 μM) were used for the conversion of pre-2-2 ((**c**), n = 6) and pre-3 ((**d**), n = 6). (**e,f**) The effects of T20 on pre-iPSCs conversion were determined in pre-2-2 ((**e**), n = 6) and pre-3 ((**f**), n = 6) with reduced Vc concentrations. (**g**) Pre-2-2 were pre-treated with PBS (control), Vc and T20 from Day 0 to Day 4, and then treated with Vc or Vc+T20 from day 5 to Day 11. GFP^+^ colonies were counted. (**h**) Retrovirus encoding sh-Luc or sh-Hif1α was used with or without T20, and Rot was used with retrovirus encoding Flag or LSD1 during iPSCs generation. GFP^+^ colonies were counted.Two-way ANOVA with Bonferroni’s test as a post-hoc test was used.

How the deposited data were processed for this re-analysis (not part of the article)

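RNA was measured in 5 samples with 1 library each: MEFs on Day 0, and on Day 3 of reprogramming cells with OKS, OKS+T20, Oct4 alone (O), and Klf4 and Sox2 (KS). The authors prepared mRNA libraries with the TruSeq kit, sequenced them on an Illumina MiSeq instrument, aligned the reads to the Ensembl v67 transcriptome and estimated abundances with RSEM, whose version was not found in the paper or its supplementary tables. The expected counts in the deposited tables are RSEM's estimates of the reads per gene, which are not whole numbers because reads matching several transcripts are shared among them. The TPM values were made by the authors with RSEM by dividing the expected counts by effective transcript length and scaling each sample to a sum of 1000000. FPKM values were deposited by the authors in the same tables and were not used. The tables hold 24130 genes each, with gene lengths that RSEM averaged over transcripts, and no positions. The paper's own table of ratios differs in scale from TPM, and any normalization behind it is not described in the paper.

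Conditions were taken from the sample labels and the paper. The labels give 4 days and 20 nM where the paper gives Day 3 and 20 μM, and the paper's values were used. Every condition has 1 library, so no dispersion between replicates could be estimated, no replicate could be left out, and no other split of the samples could be drawn. The expected counts summed to 2535438 in MEF, 2122032 in OKS, 2778349 in OKS+T20, 1789978 in O and 2792126 in KS. The smallest share that can be shown, 3 counts, is 1.18, 1.41, 1.08, 1.68 and 1.07 per 1000000 counts in the same order. The 10 genes with the most counts took 9.9% of the counts in MEF, 5.8% in OKS, 5.6% in OKS+T20, 8.1% in O and 6.4% in KS.

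In the main setting, TPM was used as deposited. A gene was detectable with TPM above 20 in at least 1 of the 5 samples, and values under 1 were set to 1 before ratios. Genes were classed as down- or up-regulated by OKS with OKS/MEF below 0.5 or above 2, and as changed by T20 with OKS+T20/OKS below 0.67 or above 1.5. The 14 groups of Fig. 3b were formed from the OKS/MEF ratio. The OX and glycolysis lists, of 116 and 60 genes, are those of Supplementary Table S3. Shares have 95% Wilson intervals, and the ratio of SDs has a bootstrap interval from 1000 resamples of genes. Enrichment was tested with Fisher's exact test. Set means were compared with 100000 random sets of as many detectable genes in a permutation test. Single genes were compared by Fisher's exact test on rounded expected counts with Benjamini-Hochberg adjustment over the 7952 detectable genes, which covers sampling noise only. Intervals of single log2 ratios rest on the counts alone.

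The genes named were fixed by rule: the 3 factors, every gene the paper names for RNA or qPCR, the genes of Fig. 4d as sets, and the 5 genes with the largest rise and the 5 with the largest fall with T20 among those with at least 50 expected counts in OKS or OKS+T20.

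The alternatives were a pseudocount of 1, detection above 10 TPM, no detection filter, at least 20 counts in each of MEF, OKS and OKS+T20, detection in only these 3 samples, quantile-normalized TPM, TMM-normalized CPM of the expected counts, expected counts quantile-normalized between 10 GC bins within each sample and then between samples, a correction of each log2 ratio for gene length and GC content, the OKS counts split at random into disjoint parts (mean of 20 draws), and edgeR's exact test with an assumed biological coefficient of variation of 0.2. The details of several were settled after the files arrived. The length and GC correction used a lowess curve with a span of 0.5, first on log2 length and then on GC content, with the median of the ratio restored. Genes without a GC value were left out of both GC settings. A centred form of this correction, with the median set to 0, and a coefficient of variation of 0.4 were added after seeing the data. Matched comparisons drew for each gene of a set 1 of the 10 detectable genes nearest in length, GC content and expression, 10000 times. The 7 further gene sets were listed after the files arrived and before they were tested.

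GC content came from the GENCODE M21 transcripts of GRCm38, matched by Ensembl gene identifier, and covered 99.7% of the detectable genes and all OX and glycolysis genes. The authors used an annotation of an earlier build, so coordinates are given only for GRCm38 and no position was converted. The scripts were tested on simulated counts: 200 genes changed 3-fold were all recovered, with 16 of 7752 unchanged genes past the threshold. The changed genes were drawn only from genes with many counts, so the recovery does not cover genes with few. The simulated counts held only sampling noise, so neither number covers variation between libraries. A simulated set of short genes without a true change had a mean of -0.810 before and 0.044 after the length and GC correction. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used. DAVID and the data of pre-iPSCs, iPSCs and ESCs were not available, so the enrichment of stress fiber and development terms and the comparison with those cells were not analysed here.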

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

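Besides the OX and glycolysis lists, 7 gene sets that the paper does not discuss were tested in log2(OKS/MEF) and log2(OKS+T20/OKS). Detectable genes were found in 5 of the sets, which gave 10 tests with Benjamini-Hochberg adjustment. The sets of mitochondrially encoded genes and of 2-cell-stage genes had none. It is unclear whether the mitochondrially encoded genes are outside the annotation used or were left out, so their absence does not show low expression. For each flagged set the difference from other genes with TMM-normalized CPM is also given. It cannot test whether a few abundant genes take the counts, because a scaling factor shifts all genes alike. The 10 genes with the most counts took 5.8% of the counts in OKS and 5.6% in OKS+T20. These shares argue against that explanation for the sets below that fell with T20. For OKS against MEF, where the share was 9.9% in MEF, the CPM difference decides nothing about it. The 5 results below were flagged because the set's mean differed from that of other detectable genes, for gene sets the paper does not discuss. Predictions for all of these tests were made after the set means were seen. There is 1 library per condition, so a difference between libraries, in preparation or in RNA integrity, cannot be told apart from the condition in any of them.

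The 24 detectable cytosolic ribosomal protein genes had a mean log2(OKS+T20/OKS) of -0.509 ± 0.125 (SE across genes) against 0.415 for other genes (permutation test, adjusted p = 0.0001), with 22 of 24 lower. If gene length, GC content and expression were the cause, matched genes would fall as much. They fell to -0.398 (permutation test, p = 0.176), so the fall may come from properties shared by short genes. With TMM-normalized CPM the difference from other genes was -0.948. An effect of T20 on these genes cannot be told apart from that explanation.

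The 75 detectable mitochondrial ribosomal protein genes had a mean log2(OKS+T20/OKS) of -0.392 ± 0.060 against 0.420 (permutation test, adjusted p = 0.0001), with 58 of 75 lower. Matched genes averaged -0.194 (permutation test, p = 0.0001, the smallest these draws can give). With TMM-normalized CPM the difference was -0.815. Length, GC content and expression do not account for all of it, and an effect of T20 on mitochondrial translation genes is a hypothesis that may be tested with replicate libraries.

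The 37 detectable proteasome subunit genes had a mean log2(OKS+T20/OKS) of -0.131 ± 0.083 against 0.415 (permutation test, adjusted p = 0.0013), with 22 of 37 lower. Matched genes averaged 0.071 (permutation test, p = 0.0035), and with TMM-normalized CPM the difference from other genes was -0.527. Length, GC content and expression do not account for all of it, and it remains open whether the rest comes from T20 or from the library.

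The 23 detectable collagen genes had a mean log2(OKS/MEF) of -1.401 ± 0.363 against -0.015 (permutation test, adjusted p = 0.0001), with 19 of 23 lower. Matched genes averaged -0.520 (permutation test, p = 0.0001, the smallest these draws can give), and with TMM-normalized CPM the difference was -1.450. The means relative to MEF were -0.603 in OKS+T20, -0.981 in O and -0.302 in KS. A loss of fibroblast expression in infected cells is a candidate explanation, as is the difference between Day 0 and Day 3 of culture, and the design cannot separate them.

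The 10 detectable interferon-stimulated genes had a mean log2(OKS/MEF) of 3.021 ± 0.532 against -0.023 (permutation test, adjusted p = 0.0001), and 10 of 10 were higher. Their median TPM in MEF was 7.05, under the detection limit, so their inclusion by itself favours a rise. Matched genes averaged 1.097 (permutation test, p = 0.0001, the smallest these draws can give), and with TMM-normalized CPM the difference was 3.084. All 10 genes were above MEF in each of the 4 infected samples, with means of 3.388 in OKS+T20, 3.521 in O and 2.358 in KS. Between OKS+T20 and OKS the set did not differ (mean 0.367 against 0.413, permutation test, adjusted p = 0.864). A response to retroviral infection is a candidate explanation, but infection is confounded with days in culture and with library, because the only uninfected sample is the Day 0 MEF library.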

How the results depend on the processing

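The list of alternatives, apart from 2 named here, was fixed before the processed files arrived, as were the sample mapping, the main tests and the rule for named genes. Details of the length and GC correction, the GC bins and the split of the OKS counts were settled afterwards. The centred length and GC correction and the assumed coefficient of variation of 0.4 were chosen after seeing the data. The 20 main results under 13 settings gave 171 alternative values, of which 119 kept direction and stayed within the limits set for their size, 42 moved, 5 were weaker, 1 was stronger and 4 reversed. Counts were held to have moved only beyond 1.5 times the main value. No main result passed its limit with a pseudocount of 1, detection above 10 TPM, the OKS counts split between the ratios, or detection in 3 samples only. Detection above 10 TPM still raised the OKS-down genes from 1171 to 1709 and the T20-higher genes from 1913 to 2832. Some results stayed within their limits under every alternative computed for them. These were the number of detectable genes (7186 to 11291) and the numbers of detectable OX and glycolysis genes. The negative relations of MEF level to OKS change and of OKS change to T20 change (rho from -0.333 to -0.514 across genes) did so too. The numbers of detectable genes were not held to a limit without the detection filter. The replicate block was not run because each condition has 1 library, so the groups compared share only replicate number 1. Fits that leave out a replicate cannot be made for the same reason. Genes with under 20 counts in 1 of the 3 samples, 766 of those detectable, carry the least certain ratios.

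Requiring at least 20 expected counts in each of the 3 samples removes genes near the detection limit. The ratio of SDs was 0.860, the reversed share of OKS-down genes 75.7%, the number of OKS-up genes 562 and that of T20-lower genes 153, while the glycolysis mean for OKS, -0.491, passed the threshold (permutation test, p = 0.0301). Low counts can inflate extreme ratios. The filter also removes genes that have few counts in 1 sample because they changed strongly, such as Sox2 with 3 counts in MEF and 1259 in OKS. It cannot tell these causes apart. Keeping every expressed gene adds genes with low counts, and the ratio of SDs was then 0.764. OKS-down genes numbered 2545 with 69.6% reversed, and OKS-up genes 1814 with 27.6% reversed. T20-higher and T20-lower genes numbered 4090 and 569.

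Quantile normalization forces the 5 distributions to be equal and so removes the mean rise of detectable genes with T20. The ratio of SDs was 0.665, the reversed shares 45.8% and 40.3%, T20-higher and T20-lower genes 696 and 738, the OX odds ratio 1.198 and the OX mean for OKS 0.210. TMM-normalized CPM uses no gene length. It gave 0.649 for the SDs, 56.1% and 35.7% reversed, 1055 and 781 higher and lower genes, 27.8% of glycolysis genes opposite and a glycolysis mean for T20 of -0.025, now negative. Counts normalized between GC bins and samples gave 0.615 for the SDs, 1495 OKS-up genes, 49.4% and 33.0% reversed, 916 and 931 higher and lower genes, and 25.6% of glycolysis genes opposite.

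The length and GC correction removes a smooth trend of each log2 ratio, then restores its median. It gave 0.545 for the SDs, 64.5% and 7.843% reversed, and 1118 and 87 T20-higher and T20-lower genes. For OX genes the odds ratio was 0, the share opposite 11.3%, the mean for OKS -0.064 and the mean for T20 0.343, with signs opposite to the main setting. Part of this comes from the median that is restored, since the centred form gave 0.033 and -0.066, an odds ratio of 1.045 and 38.1% opposite. The centred form also gave 0.545 for the SDs, 37.1% and 18.8% reversed and 424 T20-higher genes. OX genes are short, and the correction removes what short genes share. Single-gene differences fell to 450 and 13 with an assumed coefficient of variation of 0.2 and 0.4.

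Of the values of other results, 282 kept their size, 157 moved and 49 reversed. The mean change with T20 reversed for the groups of OKS/MEF ratio as follows. From 0.9 to 1.0 it was -0.099 with quantile normalization and -0.052 with GC bins. With quantile normalization, TMM and GC bins in turn it was -0.103, -0.081 and -0.100 from 1.0 to 1.1, -0.210, -0.121 and -0.249 from 1.1 to 1.2, and -0.398, -0.309 and -0.306 from 2.0 to 4.0. From 1.2 to 1.5 it was 0.045 with detection above 10 TPM, 0.080 with no filter and 0.194 with the length and GC correction, which gave 0.174 from 1.5 to 2.0 and 0.077 above 16. From 4.0 to 16 it was -0.011 with no filter, -0.259 with quantile normalization and -0.177 with GC bins, and above 16 it was 0.300 with the count filter. With quantile normalization, TMM and GC bins all of these means were lower than in the main setting, by unequal amounts. The length and GC correction moved groups apart. It lowered the mean from 0.1 to 0.2 from 1.236 to 0.987 and raised that from 1.2 to 1.5 from -0.019 to 0.194. A shift of the zero point thus does not account for all of these reversals, and the filters make no such shift. The OX mean ratio of OKS+T20 to OKS became 1.322 with the length and GC correction and 0.996 with its centred form. The share of genes closer to OKS than to MEF passed 50% with quantile normalization (50.2%), GC bins (53.4%) and the length and GC correction (52.5%).

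Log2(OKS+T20/OKS) of named genes reversed as follows. With TMM-normalized CPM it was Kdm1a -0.033, Trp53 -0.268, Nrf1 -0.083, Pdk3 -0.282, Pkm -0.189, Sdhc -0.569, Atg5 -0.072, Atg4b -0.3102 and Atg16l1 -0.174. With GC bins it was Kdm1a -0.309, Nrf1 -0.152, Pdk3 -0.812, Sdhc -0.3303, Atg5 -0.634, Atg4b -0.511 and Atg16l1 -0.481. With quantile normalization it was Nrf1 -0.029, Pdk3 -0.082, Atg5 -0.188 and Atg16l1 -0.288. With the length and GC correction it was Kdm1a -0.244, Pdk3 -0.089, Atg16l1 -0.152, Atp5l 0.053, Cox6a1 0.619, Ndufa6 0.867, Uqcrh 0.103 and Dpy30 0.521. Most of the genes above have changes near 0 that a shift of the zero point crosses, and the OX genes are short.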

Differences from the paper's values

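In the tables analysed here, 288 of the OKS-down genes were unaffected by T20 against the paper's 509, 855 were reversed against the paper's 514, and 28 fell further against the paper's 51. For the unaffected genes, the settings that came within 1.5 times the paper's value were detection above 10 TPM (376), no detection filter (715), quantile-normalized TPM (389), TMM-normalized CPM (419) and counts normalized between GC bins (650), and the centred length and GC correction, chosen after seeing the values, gave 481. The pseudocount, the count filter, the length and GC correction and the split OKS counts did not. For the reversed genes the count filter (750), quantile-normalized TPM (410), TMM-normalized CPM (623), GC bins (740) and the length and GC correction (629) did. For those down-regulated further, detection above 10 TPM (46), no detection filter (58), TMM-normalized CPM (68) and the split OKS counts (39.35) did, as did the centred correction chosen after seeing the values (48). The remaining alternatives did not.

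Of the OKS-up genes, 219 were reversed against the paper's 339, and 321 were further up-regulated against the paper's 181. For the reversed genes the gap was closed with detection above 10 TPM (278), no detection filter (501), quantile-normalized TPM (414), TMM-normalized CPM (450) and GC bins (493). For the further up-regulated genes it was closed with the count filter (158), quantile-normalized TPM (194), TMM-normalized CPM (263) and GC bins (259), and with the centred correction, chosen after seeing the values (148). The other alternatives closed neither gap.

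More than 2-fold higher with T20 were 1913 genes against the paper's 646, and more than 2-fold lower were 252 against the paper's 674, both from Supplementary Table S4. Quantile-normalized TPM (696) and GC bins (916) closed the first gap. For the lower genes, no detection filter (569), quantile-normalized TPM (738), TMM-normalized CPM (781) and GC bins (931) closed it. More than 5-fold differences between OKS+T20 and OKS were found for 147 genes against about 71 in Fig. 3a, read by eye. The count filter (54), quantile-normalized TPM (95), TMM-normalized CPM (82) and the length and GC correction (98) closed this gap, as did its centred form, chosen after seeing the values (84). OX genes more than 2-fold lower with T20 numbered 14 against the paper's 41 in Supplementary Table S2 and about 47 in Fig. 4b, read by eye. TMM-normalized CPM (42) and GC bins (39) came within 1.5 times of both. The other alternatives did not.

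The mean log2(OKS+T20/OKS) of 13 of the 14 groups differed by more than its SE, or in sign, from the value in Fig. 3b, read by eye. It was 1.486 against about 1.0 in Fig. 3b, read by eye, below a ratio of 0.1, and quantile-normalized TPM (1.019) and TMM-normalized CPM (0.863) closed the gap. It was 1.236 against about 0.83 from 0.1 to 0.2, closed by TMM-normalized CPM (0.768) and GC bins (0.837). It was 1.045 against about 0.58 from 0.2 to 0.4 and 0.977 against about 0.43 from 0.4 to 0.6, both closed only by GC bins (0.575 and 0.413). It was 0.689 against about 0.24 from 0.6 to 0.8, where no alternative set before the files arrived closed the gap, and the centred correction, chosen after seeing the values, gave 0.233. From 0.8 to 0.9 it was 0.399 against about 0.06, closed by GC bins (0.056) and by the centred correction, chosen after seeing the values (0.077). From 0.9 to 1.0 it was 0.311 against about -0.07, closed by GC bins (-0.052). From 1.0 to 1.1 it was 0.182 against about -0.14, which no setting closed. From 1.1 to 1.2 it was 0.063 against about -0.22, closed by quantile-normalized TPM (-0.210) and GC bins (-0.249). From 1.2 to 1.5 it was -0.019 against about -0.33, closed by TMM-normalized CPM (-0.324) and GC bins (-0.326). From 1.5 to 2.0 it was -0.123 against about -0.42, closed by quantile-normalized TPM (-0.443) and GC bins (-0.414). From 2.0 to 4.0 it was 0.019 against about -0.31, closed by TMM-normalized CPM (-0.309) and GC bins (-0.306). From 4.0 to 16 it was 0.262 against about -0.13, closed by GC bins (-0.177). The alternatives not named for a group left its gap open.

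For single genes in the paper's supplementary tables, the ratio of OKS+T20 to OKS was 0.883 for Dpy30 against the paper's 0.560, 0.530 for Atp5l against the paper's 0.265, 0.548 for Uqcrh against the paper's 0.291 and 1.204 for Sdhc against the paper's 0.586. TMM-normalized CPM gave 0.634, 0.388, 0.40 and 0.674 for these genes, and GC bins gave 0.566, 0.353, 0.343 and 0.795, all within 1.5 times the paper's values. The pseudocount, quantile-normalized TPM and the length and GC correction closed none of these gaps.

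Some directions also differed from those the paper states. The paper describes T20 as lowering genes up-regulated by OKS, and the mean log2(OKS+T20/OKS) was 0.019 for ratios from 2.0 to 4.0 and 0.262 from 4.0 to 16. Both means were negative with quantile-normalized TPM (-0.398 and -0.259), GC bins (-0.306 and -0.177) and the centred correction chosen after seeing the values (-0.147 and -0.010). Only the first was negative with TMM-normalized CPM (-0.309), and only the second with no detection filter (-0.011). The paper describes the up-regulated genes as more often reversed than raised further, and here 219 were reversed and 321 raised further, while more were reversed with quantile-normalized TPM (414 and 194), TMM-normalized CPM (450 and 263), GC bins (493 and 259) and the centred correction chosen after seeing the values (189 and 148). The paper places OKS+T20 closer to OKS than to MEF, and by single genes 44.8% were closer to OKS, with more than 50% under quantile-normalized TPM (50.2%), GC bins (53.4%) and the length and GC correction (52.5%), while the SD and rank correlation over genes placed the profile closer to OKS. The paper lists Sdhc among OX genes raised by OKS and lowered by T20, and in TPM its log2(OKS/MEF) was -0.178 and log2(OKS+T20/OKS) 0.268. With TMM-normalized CPM (-0.569) and GC bins (-0.33) Sdhc fell with T20, and its share of the counts was higher in OKS and lower with T20, the paper's directions. Uqcrfs1 is shown among the OX genes lowered by T20, and its log2(OKS+T20/OKS) was 0.217 in TPM, while it had the paper's directions with TMM-normalized CPM and GC bins. Aldoa is shown among glycolysis genes raised by T20, and its log2(OKS+T20/OKS) was -0.072. Its share of the counts also fell with T20 (Fisher's exact test, adjusted p = 1.4e-24). Of the 7 detectable glycolysis genes of Fig. 4d, 2 had the paper's directions with an adjusted p under 0.05 for both differences in that test. In discussing another report, the paper states that Atg5, Atg7, Atg4b and Atg16l were raised by OKS. Here Atg7 rose, with a log2(OKS/MEF) of 0.897 in TPM. The value was -0.212 for Atg5, -0.038 for Atg4b and -0.003 for Atg16l1. By share of the counts Atg4b was higher in OKS (Fisher's exact test, adjusted p = 0.0136).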

Other observations

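Longer genes rose with T20. Spearman's rho between gene length and log2(OKS+T20/OKS) was 0.625 across the detectable genes, which are not independent replicates, and the mean log2 ratio went from -0.507 ± 0.043 (SE across genes) in the shortest length decile to 1.152 ± 0.022 in the longest. All predictions about this pattern were made after it was seen. Given GC content, the partial rho was 0.634, so GC content does not account for it. With counts relative to library size, which use no length, rho was 0.620, so the lengths in TPM are not its source. Among genes with at least 20 counts in MEF, OKS and OKS+T20, rho was 0.650, so low counts are not the source either. The pattern is not confined to the OKS library, since rho between length and log2(O/OKS+T20) was -0.484, and it was 0.278 for OKS+T20 against MEF and -0.287 for OKS against MEF. A difference in RNA integrity or library preparation could not be tested, because there was 1 library per condition. The pattern cannot be told apart from that explanation, and an effect of T20 on long genes is the alternative hypothesis.

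The fall of OX genes with T20 was weighed against this pattern. OX genes had a median length of 768 bases against 2135 for other genes, and 54 of the 97 were in the shortest decile. In a test predicted before the result was seen, genes matched on length, GC content and OKS expression fell to -0.375 against -0.395 for OX genes (permutation test, p = 0.803). In another test predicted before, the OX mean with TMM-normalized CPM stayed under 0, at -0.817. CPM also drops the scaling by length, so this test cannot decide whether a few abundant genes took the counts. Such genes would lower all others alike, but in TPM the mean of the other detectable genes was 0.422. The 10 genes with the most counts took 5.8% of the counts in OKS and 5.6% in OKS+T20. These values argue against that explanation for the OX genes. In a test predicted after the result was seen, the mitochondrial ribosomal protein genes, which are short and outside the OX list, did not differ from the OX genes (permutation test, p = 0.977). This comparison cannot decide between length and a shared mitochondrial effect, because that set fell more than its own matched genes, -0.392 against -0.194 (permutation test, p = 0.0001, the smallest these draws can give). From the genes matched to the OX list, the RNA-seq fall of OX genes with T20 may be shared by genes of similar length, GC content and expression, and these libraries cannot separate a specific effect on the OX pathway from it. The paper's qPCR and metabolic measurements are separate data that were not analysed here. The rise of OX genes with OKS was larger than that of matched genes, 0.298 against 0.099 (permutation test, p = 0.0095), a comparison without a prediction. It was not seen with the length and GC correction, at -0.064 (permutation test against other genes, p = 0.669), or its centred form, at 0.033. Quantile-normalized TPM gave 0.210 (permutation test, p = 0.354). The other alternatives run for this mean kept it above 0 with p under 0.05 in the permutation test. For glycolysis genes the means did not differ from matched genes with OKS (permutation test, p = 0.344) or with T20 (permutation test, p = 0.172).

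The opposite relation of the changes with OKS and T20 had 3 tests predicted before the results were seen. If sampling noise in the shared OKS counts were the cause, rho across genes would be within 0.05 of 0 with these counts split. It was -0.409, against -0.459 unsplit. A bias of the OKS library would remain in both parts, so the split does not test for it. In simulated counts without a true change, which hold only sampling noise, sharing the OKS counts gave -0.101, and 0.009 when split. The simulation has no variation between libraries, so it sets no limit on what a shared library can give. After removal of length and GC trends rho was -0.333, which is more than 0.5 of its size. Last, log2(OKS/MEF) was related to log2(O/OKS) with a rho of -0.635 and to log2(KS/OKS) with -0.661, both more negative than for OKS+T20. An opposite relation is thus not specific to T20 and may appear for any library compared with OKS. O and KS also received fewer factors than OKS, so their values do not separate a technical from a biological cause.

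Return of fibroblast expression in OKS+T20 could come from uninfected MEFs in the sample, in which case the delivered factors would fall with T20. This prediction was made before the values were seen. The smallest log2(OKS+T20/OKS) among Pou5f1, Klf4 and Sox2 was 1.552. The paper reports that T20 itself raises the delivered factors, so a rise would be seen with or without carry-over, and the return of fibroblast expression cannot be told apart from carry-over of MEFs by this test. The TPM in OKS and OKS+T20 was 2573.56 and 8289.61 for Pou5f1, 338.56 and 1669.22 for Klf4, and 365.63 and 1071.84 for Sox2, ratios of 3.22, 4.93 and 2.93. The reads do not tell the delivered from the endogenous transcripts.

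The largest falls with T20 by the rule for named genes were Rpsa-ps5, Rpl9-ps4, Rpl7a-ps11, Fam221b and ENSMUSG00000091921, all at 0 TPM in OKS+T20. Pseudogenes share reads with their parent genes, so their values are uncertain. If sharing alone were the cause, the summed TPM of each family would change by less than 1 on the log2 scale, a prediction made after the falls were seen. The changes were -1.335 for the Rpsa family, -0.706 for Rpl9 and -0.291 for Rpl7a. Sharing may account for the Rpl9 and Rpl7a pseudogenes but not for all of the Rpsa family. The largest rises were Prss23os, Fndc10, Gm26751, Ston1 and Palld. Palld had a TPM of 55.96 in MEF, 2.55 in OKS and 54.88 in OKS+T20, from 200, 10 and 188 counts, and Ston1 had 15.76, 2.49 and 63.33, from 60, 10 and 194 counts.

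The paper's Supplementary Table S1 lists normalized values that differ from the TPM analysed here. Over 1726 genes, Pearson's r across genes between its log2(OKS+T20/OKS) and that computed here was 0.911 with counts normalized between GC bins, 0.801 with TMM-normalized CPM, 0.760 with quantile-normalized TPM and 0.757 with TPM. The prediction was made after the differences were seen. The same largest value, 13925, occurs for 4 genes in OKS, 6 in OKS+T20 and 4 in KS. These values are consistent with quantile normalization of counts between GC bins (r of 0.911), and the paper does not name this step.

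Genes that the paper measured by qPCR, or discusses without RNA-seq values, had the following TPM in MEF, OKS and OKS+T20. Hif1a had 81.87, 23.66 and 63.06, Arnt 23.44, 10.52 and 44.84, and Nrf1 27.26, 17.94 and 26.96. The size of the Hif1a rise with T20 depended on the processing. Its log2(OKS+T20/OKS) was 1.414 in TPM, 0.487 with GC bins and 0.404 with the length and GC correction. Pdk1 had 20.95, 4.26 and 12.62, Pdk2 12.73, 12.71 and 21.20, Pdk3 49.03, 64.43 and 75.32, and Hk1 47.62, 46.56 and 73.51. Pkm, named Pkm2 in the paper, had 1696.55, 1035.13 and 1280.62, and Ndufa6 257.94, 266.99 and 207.23. Kdm1a, the gene of LSD1, had 93.03, 80.91 and 92.94, Trp53 147.73, 124.36 and 144.03, and Dnmt1 32.29, 27.09 and 51.24. The paper reports no change of Dnmt1 expression with LSD1 inhibition. In these single libraries its log2(OKS+T20/OKS) was 0.920 in TPM and 0.363 to 0.895 under the alternatives run for it. Setdb1, the gene of Eset, had 19.18, 12.31 and 27.32, Mtor 16.68, 9.77 and 25.58, and Atg7 19.92, 37.10 and 30.24. Nanog was not detectable, with at most 0.36 TPM in these samples.

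Oct4 alone changed 572 genes up and 707 down by more than 2-fold relative to MEF, and Klf4 with Sox2 changed 847 up and 435 down (no replicates). Spearman's rho across genes of log2(O/MEF) with log2(OKS/MEF) was 0.612, that of log2(KS/MEF) was 0.618 and that of log2(OKS+T20/MEF) was 0.508. MEF enters both ratios and genes are not independent replicates.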
